# Identification of Aluminum Responsive Genes in Al-Tolerant Soybean Line PI 416937

**DOI:** 10.1155/2010/164862

**Published:** 2010-10-03

**Authors:** Dechassa Duressa, Khairy Soliman, Dongquan Chen

## Abstract

Soybean is one of the most aluminum (Al) sensitive plants. The complex inheritance of Al tolerance trait has so far undermined breeding efforts to develop Al-tolerant soybeans. Discovering the genetic factors underlying the Al tolerance mechanisms would undoubtedly accelerate the pace of such endeavor. As a first step toward this goal, we analyzed the transcriptome profile in roots of Al-tolerant soybean line PI 416937 comparing Al-treated and untreated control plants using DNA microarrays. Many genes involved in transcription activation, stress response, cell metabolism and signaling were differentially expressed. Patterns of gene expression and mechanisms of Al toxicity and tolerance suggest that *Cys2His2* and *ADR6* transcription activators, cell wall modifying enzymes, and phytosulfokines growth factor play role in soybean Al tolerance. Our data provide insights into the molecular mechanisms of soybean Al tolerance and will have practical value in genetic improvement of Al tolerance trait.

## 1. Introduction

Aluminum (Al) toxicity is a major constraint of crop production on acid soils. In view of the fact that 40% of world's arable land is acidic [1, 2], Al toxicity remains a major hurdle for increasing world food, fiber, and fuel production particularly via expansion of cultivation into acid soils. 

Aluminum inflicts a wide range of cellular injuries in plants that ultimately result in reduced root growth, nutrient and water uptake, and productivity [1, 2]. Plants possess some degree of tolerance to Al toxicity that varies among species and genotypes [1, 3–6]. Al tolerance mechanisms include exclusion and internal detoxification. Al exclusion via rhizosphere Al-organic acid anion complex formation is the most widely documented physiological mechanism of Al tolerance in cultivated and wild plants alike [1, 7]. Root-exuded citrate, malate, and oxalate are the key organic acid anions involved in such mechanism. Genes involved in Al-induced root exudation of malate and citrate have been cloned in wheat [8] and sorghum [5], and their variants are being discovered in several plant species. Internal detoxification mechanisms involve the formation of Al complexes with organic acids, acidic polypeptides, and/or proteins and subsequent sequestration of Al in organelles away from sensitive sites in the cell [9, 10]. The genetic components of the internal detoxification pathways are yet to be elucidated.

In soybean, Al tolerance is a complex trait perhaps involving several genes and pathways [11, 12]. Quantitative trait loci (*QTL)* mapping in a population derived from Al tolerant PI 416937 and Al sensitive Young has revealed five DNA markers associated with Al tolerance [11]. Most of the alleles were derived from Al-tolerant PI 416937. Other reported soybean Al tolerance genes include phosphoenolpyruvate carboxylase (*PEPC*), homolog of translationally controlled tumor proteins (*TCTPs*), inosine 5′-monophosphate dehydrogenases (*IMPDHs*) [13], aluminum-induced 3-2 (*Sali3-2*), and aluminum-induced 5-4a (*Sali 4-5a*) [14]. Ermolayev et al. [13] and Ragland and Soliman [14] used gene expression as a tool to identify the above genes but the techniques used in these experiments were not sensitive enough to detect large number of genes that might be expected from the quantitative nature of soybean Al tolerance trait. The objective of this study was to discover putative Al tolerance genes in Al-tolerant soybean line PI 416937 using DNA microarrays—a robust genome—wide transcript profiling technology. Such an approach was recently employed in wheat [15, 16], maize [17], Arabidopsis [18], and *Medicago truncatula* [19, 20] to discern the molecular basis of Al tolerance in the respective species.

## 2. Materials and Methods

### 2.1. Plant Genotype and Growth Conditions

An Al-tolerant soybean plant introduction (PI 416937) highly characterized for Al response [12, 21] was used in this experiment. Seeds were surface sterilized with 20% household bleach (Clorox) in water for 12 min, rinsed with distilled-deionized water several times, and were germinated in deionized water moistened standard germination paper at 25°C in an incubator for 72 h. Seedlings uniform in tap root length were transferred to black-painted pots filled with approximately 4 L of 800 *μ*M CaCl_2_ background solution with 10 *μ*M Al added (treated) or no Al added (control) in a Conviron growth chamber (16/8 h light/ dark cycle with respective temp. of 28°C/20°C, photosynthetic photon density of 100 *μ*mol m^−2^ s^−1^). The pH of the culture solution was adjusted to 4.3 and maintained at that level for the entire duration of the experiment. After 2, 12, 48, or 72 h of Al treatment 1 cm sections of the primary root tips of approximately 15 plants/pot were harvested, immediately flash frozen in liquid nitrogen, and stored at −70°C for RNA extraction. Three independent replicates were used per treatment.

### 2.2. RNA Extraction, Microarray Procedure, and Data Analysis

Total RNA was extracted from 100 mg root tissue samples using Qiagen RNeasy plant RNA isolation kit following the manufacturer's protocol (Qiagen, Inc.). The Affymetrix GeneChip Soybean Genome Array with over 68 000 probe sets, *Glycine max L*. and wild soybean combined, was used for microarray analysis of the soybean genome for Al tolerance. Three chips were used per treatment. Detailed procedures for RNA labeling and array analysis are described in the Manufacturer's GeneChip Expression Technical Manual (Affymetrix). Briefly, the quality of total RNA was determined using the RNA 6000 Nano Chip on Agilent BioAnalyzer 2100 prior to double-stranded cDNA synthesis. Total RNA in the amount of 2 *μ*g was used for double-stranded cDNA generation by linear amplification using oligo dT-T7 primer and reverse transcriptase (RT). Subsequently, biotin-labeled cRNA was synthesized by *in vitro* transcription (IVT) using the ENZO High Yield IVT kit (ENZO). Quality and quantity of cRNA were assessed using the RNA 6000 Nano chip on Agilent BioAnalyzer 2100. Fifteen-microgram cRNA was used for hybridization. Arrays were hybridized overnight at 45°C for 16 h in GeneArray Hybridization Oven 640 (Affymetrix). The next day, arrays were washed and stained in the Fluidics Station 450 (Affymetrix) and scanned by the High Resolution GeneChip Scanner 3000 (Affymetrix).

Gene expression values were determined using theGeneChip Operating Software (GCOS 1.1, Affymetrix). The expression levels were subjected to data query and data mining in Data Mining Tool (DMT). Statistical Analysis of the data was conducted using the software packages ArrayAssist Enterprise together with Pathway Assist (Stratagene/Agilent, Santa Clara, CA). The raw GeneChip files from GeneChip Operating Software (GCOS, Affymetrix, CA) were uploaded, background-subtracted, variance stabilized, and normalized with GC-RMA method [22]. The control group was used as a baseline to calculate the intensity ratio/fold changes of the treatment versus control. The ratio was log_2_-transformed before further statistical analysis. The *P*-values were obtained by an unpaired *t*-test assuming unequal variance. Significantly upregulated and downregulated genes were annotated using protein databases accessed by blastx at National Center for Biotechnology Information (NCBI).

### 2.3. Quantitative Real-Time PCR

Quantitative real-time PCR quantification of transcript levels for representative genes [Gma. 20326: F-5′-tcactccccaccttatcgag-3′, R-5′-tcatgtggtggagtgtggtt-3′; Gma. 6948: F-5′-ttatctccggcgaaaacctc-3′, R-5′-tcgtggtgcagcagtttaag-3′; Gma.12326: F-5′-agccactcaaatggttcagc-3′, R-5′-tctccttgtccttctccttcc-3′; Gma. 24062: F-5′-tgccgaaggatcatctcaac-3′, R-5′-cgagggataatggttgatgg-3′; Gma.26937: F-5′-tacccaaaaggcaggcatac-3′, R-5′-ggccgaggtacaaacacatc-3′; Gma.4156: F-5′-tccaatgctgacaagtgctc-3′, R-5′-tagggacactccgtccaatc-3′; Gma.2577: F-5′-acgcctatgaacgtgaaacc-3′, R-5′-aacatcagcggagagcattc-3′] from microarray experiments was conducted using the Roche Diagnostics light Cycler 480 System with SYBR green detection (Roche Diagnostic, Corp) using beta-tubulin gene (beta-tubulin: R-5′-CCATCAAACCTCAAGGAAGC-3′, F-5′-TGCTGTCCTCTTGGACAATG-3′) as internal control. mRNA was isolated from plants grown under similar experimental conditions as in the microarray experiments. mRNA extraction and quality test was as described above. RNA samples were treated with Applied Biosystems Turbo DNA-free DNase (Ambion, Inc.) to remove DNA contamination. Briefly, 2 *μ*l 10x DNase I buffer and 1 *μ*l rDNase I were added to 20 *μ*l RNA sample, and the mix was incubated at 37°C for 30 minutes in water bath. Subsequently, 2 *μ*l resuspended DNase inactivation reagent was added and the samples mixed well and incubated at room temperature for 3 minutes. Samples were then centrifuged at 10 000 g for 1.5 min (Eppendorf centrifuge 5415 D) in 1.6 ml centrifuge tubes and supernatants transferred to fresh tubes.

cDNA was synthesized from 1 *μ*g DNase-treated RNA samples using the Roche Diagnostics Transcriptor First Strand cDNA Synthesis Kit (Roche Diagnostics, Corp) according to manufacturer's protocol. cDNA concentration and quality was determined using NanoDrop Spectrophotometer brand ND-1000 (NanoDrop Technologies, Inc.). cDNA samples were diluted with nuclease-free water in varying ratios ranging from 1 : 4 to 1 : 10 depending on sample concentration. A total reaction volume of 11 *μ*l comprising 2 *μ*l cDNA sample, 2 *μ*l each of the reverse and forward primers at 0.2 *μ*M concentration, and 5 *μ*l SYBR mix was prepared in 96-well plates (Roche Diagnostics) in two biological and three technical replicates for each gene. A real-time PCR profile of preincubation at 95°C for 5 min, a 45-cycle amplification at 95°C for 10 second, 55°C for 20 second, and 72°C for 20 second, melting at 95°C for 1 min, 65°C for 1 min, and 95°C continuous, and cooling at 40°C for 30 seconds was used to amplify the samples. Negative controls in which cDNA sample was replaced with PCR grade water for each primer pair were included in each run. Sample wells were individually assessed for data quality by evaluating amplification curves and PCR product specificity was verified by melting curve analysis. The expression level of target genes was normalized using in-run beta-tubulin gene as internal control, and transcript concentration ratios were calculated using the ΔΔC_T_-Method [23]. The change in gene expression levels (fold change) was calculated as treatment to control ratio and compared with results from microarray.

## 3. Results and Discussion

### 3.1. Gene Expression in Response to 2-Hour Al Treatment

A total of 38 genes were identified as differentially expressed in the 10 *μ*M Al-treated experimental plants compared to no Al added controls at 2 h post Al treatment (Figure 1). 

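RNA from root tips of the study's Al-tolerant soybean line was hybridized to 22 Affymetrix soybean arrays. Plants were exposed to 10 μM Al or to no Al, and the tips of primary roots were taken after 2, 12, 48 and 72 h. Of the 8 groups, those sampled at 2 h are represented here by 2 arrays each and the others by 3 arrays each, where the paper states 3 replications. The authors normalized the arrays with GC-RMA, which removes background by the base content of the probes, and deposited 1 intensity per probe set on a linear scale. A probe set is the group of short probes that reports a transcript. Beside 37593 soybean probe sets, the array carries 15820 of the oomycete Phytophthora sojae and 7530 of the nematode Heterodera glycines, both pathogens of soybean. The median soybean intensity was 157 to 172 on the 22 arrays (median 165). Pathogen probe sets gave the background: their 95th percentile lay between 5.25 and 5.57, and 85.8 to 88.2% of soybean probe sets exceeded it on each array. Soybean probe sets above this limit on at least 2 arrays were tested, 34537 in all (91.9%). Al effects were computed on log2(intensity + 1) with limma, which fitted a mean for each group over all 22 arrays and took 1 estimate of the spread from them. A probe set is said to rise or fall where its two-sided p, adjusted by the Benjamini-Hochberg method, was under 0.05. Fold changes on this scale understate those of dim probe sets. Where no array of a group was above background, the fold change is a lower bound ("at least"), set against the higher of that limit and the measured value on each array. The median SD between replicate arrays was 0.198 to 0.301 on the log2 scale, depending on the group. Pearson correlations between arrays, across tested probe sets, ran from 0.899 to 0.995, and the array most like each was of its own group for 11 of the 22. Of the tested probe sets, 8304 carry 1 gene symbol, 358 several and 25875 none; those without a symbol are given by the function that the paper lists and, where that is unknown, by the order of their entry in Table 1 or 2. A gene can have several probe sets, and its values are those of the probe set that the entry or the ranking led to. Tables 1 and 2 have 149 entries, of which 59 lead to a probe set by name or accession. The others were identified by the printed fold change and SD, or by the fold change alone for 3 (GSTU41, LOC100500487 and LOC100793962), a way adopted after the data were seen, and 1 entry was not found, so the fold change of such a gene is no independent check of the printed one. Gene lists were written from gene symbols before values were compared between groups.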

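At 2 h post Al treatment, PIP2-8, an aquaporin of the plasma membrane, rose on 1 of its probe sets by a log2 fold change of 5.48 (standard error 0.43, adjusted p = 3.8e-06, n = 2 arrays per group). No control array of 2 h had it above background, so the rise was at least 41.6-fold. Its Al arrays lay at 8.06 ± 1.51 (SD, n = 2), and the smaller standard error comes from the spread over all groups. The anionic peroxidase of Table 1, an enzyme of oxidative stress, fell by 6.71 on the log2 scale (standard error 0.73, adjusted p = 1.4e-04), from 9.43 ± 0.29 (SD, n = 2) in controls to 2.72 ± 0.20 (SD, n = 2) with Al. An oleosin, a coat protein of oil bodies, rose by 5.93 (standard error 1.21, adjusted p = 0.0342). LOC100804226 had the largest rise among those past the threshold, 8.32 on the log2 scale on 1 of its probe sets (adjusted p = 0.0468), followed by a probe set without a symbol or an entry in the tables with 6.99 (adjusted p = 6.5e-06). The Al arrays of these 2 probe sets lay far apart, at 10.94 ± 3.21 and 9.91 ± 2.22 (SD, n = 2). In all, 162 probe sets rose and 30 fell, and 123 of the rises and 10 of the falls were at least 3-fold. These counts rest on the spread at the other times: with limma on the arrays of 2 h only, 0 rose and 0 fell. The methods' t-test, run with unequal variances on log2(intensity + 1) of the tested probe sets, passed 24 raised and 5 lowered ones. Its own thresholds are a P-value under 0.01 and a change of at least 3-fold. After Benjamini-Hochberg adjustment it passed 0 in either direction (731 at an unadjusted p under 0.05, against 3138 for limma). Without Al 2 h replicate 1, 452 rose and 81 fell; without Al 2 h replicate 2, 124 rose and 9 fell; without control 2 h replicate 1, 227 rose and 269 fell; without control 2 h replicate 2, 113 rose and 34 fell. The calls of LOC100804226 and of the oleosin ended without Al 2 h replicate 2 (adjusted p = 0.609 and 0.239) and without control 2 h replicate 2, the former also without control 2 h replicate 1 and the latter without Al 2 h replicate 1 (0.0712 or above).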

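A NAC domain protein, of a family that directs plant development and stress responses, rose at 2 h post Al treatment from 3.27 ± 0.12 to 7.19 ± 0.13 on the log2 scale (SD, n = 2 arrays per group; adjusted p = 5.4e-04). LOC100526906, a hypothetical protein, rose by 3.59 (standard error 0.50, adjusted p = 0.00179). A trypsin and protease inhibitor was at least 93.7-fold higher on the Al arrays, with an adjusted p of 0.127. Ribulose bisphosphate carboxylase, an enzyme of carbon fixation, is the function listed for 2 entries: entry 9 of Table 1 rose by 4.04 (adjusted p = 0.0230), whereas LOC547605, entry 6, had a log2 fold change of 4.38 with an adjusted p of 0.255. The probe set used for entry 9 has no symbol, and others that bear the name of that entry are annotated RCA14 and RCAALPHA. By the categories of Table 1, 2 of 6 probe sets of transcription factors rose, 1 of 9 of metabolism, 5 of 18 unclassified ones and 0 of 2 of signalling, while of 8 for stress response 2 rose and 1 fell. Adjusted over the list alone, these counts were 5, 6, 14, 2 and 6 raised, with 2 falls each in metabolism and stress response. The study chose these genes on these arrays, so their direction is not independent evidence. Among the lists fixed beforehand, 1 of 92 MYB probe sets rose (9 rose and 1 fell when adjusted over the list alone), namely MYB118 by 2.30 (adjusted p = 0.00831). Of 29 NAC probe sets 1 rose, NAC51 by 2.89 (adjusted p = 0.0260), and likewise 1 when adjusted over the list alone. By camera, a test of a list against all other probe sets, both lists were shifted upward (adjusted p = 9.5e-04 and 0.00845), but not with an estimated correlation between genes (adjusted p = 0.501 and 0.645). The list of photosynthesis genes, set as markers of green tissue that a root tip sample could also hold, was shifted upward at 2 h too. Its median log2 fold change was 1.48, with 16 of 20 probe sets above 0 (camera adjusted p = 0.0011, and 0.501 with an estimated correlation). The list of seed storage and oil body genes, markers of cotyledon, was not called at 2 h (camera adjusted p = 0.104). Whether other tissue in the samples contributed to the rises at 2 h was not tested. Left out one at a time, control replicate 1 and Al replicate 2 of 2 h ended the call of MYB118 (up to 0.137), control replicate 2 and Al replicate 1 that of NAC51 (up to 0.182), and control replicate 2 and both Al replicates that of entry 9 (up to 0.184).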

Thirty-four of them were upregulated and 4 were downregulated with a fold change ranging from 3.08 to 32.55 (Table 1).

### 3.2. Gene Expression in Response to 12- and 72-Hour Al Treatment

At 12 and 72 h post treatment only one gene each showed significant change in expression in response to Al treatment (Figure 1 and Table 1). 

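GSTU41, a glutathione S-transferase of the tau class, which conjugates glutathione to toxic compounds, had a log2 fold change of 2.55 at 12 h post Al treatment (standard error 0.66, n = 3 arrays per group, adjusted p = 1 from limma). It stood at 9.37 ± 0.42 (SD, n = 3) with Al and 6.82 ± 0.52 (SD, n = 3) without. At 72 h, the last entry of Table 1, listed without a function, had a log2 fold change of -2.24 (standard error 0.63, adjusted p = 1). These were the 2 probe sets that passed the methods' t-test at its thresholds, 1 at each time, and 0 remained after Benjamini-Hochberg adjustment (628 at 12 h and 402 at 72 h at an unadjusted p under 0.05). By limma, 5 probe sets rose at 72 h and 0 fell (575 at an unadjusted p under 0.05), and 0 changed at 12 h (1148). The largest of the 5 rises was by 1.27 (standard error 0.14, adjusted p = 0.00397), and the only named gene among them was LOC100527539, by 0.68 (standard error 0.09, adjusted p = 0.0245). Without Al 12 h replicate 3 or control 12 h replicate 1 or 2, GSTU41 no longer passed the methods' t-test, and the entry of 72 h did not pass without Al replicate 1 or 2 or control replicate 1. The call of LOC100527539 was lost without control 72 h replicate 1 (adjusted p = 0.0719) or replicate 2 (0.118). With 1 array left out, the count of rises at 72 h was 15 without Al replicate 2 or 3, 3 without control replicate 1, and 2 without control replicate 2 or 3. At 12 h, 11 rose and 14 fell without control replicate 3, and 6 rose without Al replicate 3.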

### 3.3. Gene Expression in Response to 48-Hour Al Treatment

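LOC100500298, which the paper annotates as BAP2, a partner of the BONZAI proteins that restrain cell death, rose at 48 h post Al treatment by a log2 fold change of 7.18 (standard error 1.12, adjusted p = 0.00726, n = 3 arrays per group). Entry 3 of Table 2, of unknown function, rose by 8.98 (standard error 1.69, adjusted p = 0.0138), the largest change among probe sets past the threshold. Entry 2, also of unknown function, rose by 8.68 (standard error 1.76, adjusted p = 0.0188). LOC100306414 rose from 5.65 ± 0.65 (SD, n = 3) to 11.07 ± 0.75 (SD, n = 3). Within the Al arrays, 399 probe sets were higher and 49 lower at 48 h than in the mean of 12 and 72 h (limma, adjusted p under 0.05), among them WRKY30, higher by 6.98 (standard error 0.97, adjusted p = 0.00311). Within the control arrays the same contrast gave 0 in either direction. At an unadjusted p under 0.05 it gave 4322 within the control arrays and 3915 within the Al arrays, so the controls also varied over time. In 57 probe sets this contrast was larger in Al arrays than in control arrays, including LOC100306414 (by 6.65, adjusted p = 0.0224) and WRKY57 (by 6.09, adjusted p = 0.00756). Left out in turn, every array of 48 h except Al replicate 3 ended the call of entry 2 (adjusted p up to 0.0903), control replicate 3, Al replicate 1 and Al replicate 2 that of entry 3 (up to 0.0773), and no array that of LOC100500298 (up to 0.0393). Without control 72 h replicate 1, an array chosen for omission after the data were seen, the Al arrays gave 952 and the difference between treatments 250 probe sets.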

The highest number of differentially expressed genes was detected at 48 h post Al treatment (Figures 1 and 2). A total of 542 genes (97.2% upregulated and 2.8% downregulated) were detected. Those exceeding 13-fold changes are presented in Table 2. 

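The falls at 48 h were led by LOC547820, a 31 kDa glycoprotein of the vegetative storage kind, which dropped by 6.08 on the log2 scale on 1 of its probe sets (standard error 1.13, adjusted p = 0.0134, n = 3 arrays per group). A GDSL lipase, LOC100792188, dropped by 5.80 and 5.20 on its 2 probe sets (adjusted p = 0.0113 and 0.0162). Dihydroflavonol reductase, an enzyme of anthocyanin synthesis (LOC100137082), fell on all 3 of its probe sets, from -3.66 to -4.42 (adjusted p = 0.0261 to 0.0385). AS2, an asparagine synthetase, fell by 2.68 on 1 of its probe sets (standard error 0.55, adjusted p = 0.0195). In all, 764 probe sets rose and 81 fell by limma, so 90.4% of the changes were rises, and 603 rises and 19 falls were at least 3-fold. This share depended on the fit: with arrays weighted by their own spread, falls slightly outnumbered rises. The weights were uneven, at 3.33 and 3.64 for control and Al replicate 1 of 48 h and 0.23 to 0.897 for the other 48 h arrays. That fit thus rests mostly on replicate 1 of each group. Rises outnumbered falls in each fit below without 1 array of 48 h. At the thresholds of the methods' t-test, run with unequal variances on log2(intensity + 1) of the tested probe sets, 370 were raised and 6 lowered, or 98.4% raised. After Benjamini-Hochberg adjustment of that test, 0 remained in either direction (3414 at an unadjusted p under 0.05, against 5737 for limma). In 763 of the 764 rises and 80 of the 81 falls, every Al array lay on the same side of every control array. Over all tested probe sets this held for 25.2%, where chance gives 10%. With 1 array left out, 293 rose and 31 fell without control replicate 1, 221 and 26 without control replicate 2, 123 changed in all without control replicate 3, 14 of them falls, 156 and 7 without Al replicate 1, 82 and 11 without Al replicate 2, and 1034 and 157 without Al replicate 3. Of the falls named here, each lost its call in at least 2 of these fits (adjusted p up to 0.154). The counts were 1480 and 506 without control 72 h replicate 1, an omission chosen after the data were seen.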

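Among the probe sets identified for Table 2, WRKY60, a transcription factor, rose at 48 h post Al treatment by a log2 fold change of 5.33 (standard error 0.88, adjusted p = 0.00888, n = 3 arrays per group). LOC100527117, a calcium-binding protein, rose by 5.19 (standard error 1.03, adjusted p = 0.0162). LOC547561, a resistance protein of the kind that recognizes pathogens, rose by 5.07 (standard error 0.93, adjusted p = 0.0128). WRKY58, listed there without a known function, rose by 4.42 (standard error 0.67, adjusted p = 0.00647). Omitted one by one, control replicate 3 and Al replicate 2 of 48 h ended the call of LOC547561 (0.0571 to 0.0762), these with control replicate 2 and Al replicate 1 that of LOC100527117 (0.0545 to 0.0973), and no array those of WRKY60 and WRKY58 (up to 0.0499). A carboxylesterase had a log2 fold change of 5.09 with an adjusted p of 0.0866, and a plastocyanin-like copper-binding protein (LOC100795901) one of 5.18 with an adjusted p of 0.0732. Of the 107 entries of 48 h whose printed fold change was found on a probe set, 79 passed the methods' t-test, with unequal variances, and its 3-fold threshold on log2(intensity + 1). With equal variances 103 passed. On log2(intensity + 16) with equal variances and every probe set, a setting chosen after the data were seen, all 107 did. The 79 fell without a single array of 48 h, which also costs the test degrees of freedom, to 12 without Al replicate 1, 24 without Al replicate 2, 45 without control replicate 1 and 49 without control replicate 2. The number was 59 without control replicate 3 and 61 without Al replicate 3. The entries were selected on the same arrays and are not independent evidence of a direction.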

The marked fold differences observed in the current research are substantially higher in comparison with results obtained by most authors but are comparable to results of [18, 24]. There were two genes in common between the set of genes detected at 2 h and 48 h post treatment (Gma.2577, 7-fold downregulated at 2 h and 8-fold upregulated at 48 h and Gma.26937, 8-fold downregulated at 2 h and 115 upregulated at 48 h). 

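A hydrolase family protein lay at 7.11 ± 0.11 on the log2 scale in the 2 h controls and at 2.61 ± 0.08 with Al (SD, n = 2 arrays per group), at least 21.7-fold lower. At 48 h it rose at least 23.9-fold, from background in all 3 control arrays to 7.27 ± 0.20 (SD, n = 3; adjusted p = 0.0284 from limma). The 2 h difference had an adjusted p of 0.202, and the Al effect at 2 h minus that at 48 h was -9.14 (standard error 1.65, adjusted p = 0.0236). The other gene, of unknown function, had a log2 fold change of -3.71 at 2 h (standard error 1.87, adjusted p = 0.588) and rose by 8.53 at 48 h (standard error 1.52, adjusted p = 0.0119). The same difference was -12.23 for this gene (standard error 2.41, adjusted p = 0.0319). Both probe sets, and no others, passed the methods' t-test and the 3-fold threshold at both times, also without the filter; with limma's unadjusted p 18 probe sets did, with equal variances 5 and with quantile normalization 3. On log2(intensity + 16), tried after the data were seen, it was 0, and 3 with equal variances and every probe set. By limma, 3 probe sets rose at both times, where independent lists would share 3.58, and 2 fell at 2 h and rose at 48 h (0.66). In control 72 h replicate 1 the intensities of the hydrolase and the unknown gene were 278 and 513, against 4.91 to 5.71 in the other 72 h controls. Left out in turn, control replicate 3, Al replicate 1 and Al replicate 2 of 48 h ended the 48 h call of the unknown gene (adjusted p = 0.0518 to 0.0676), and any array of 48 h that of the hydrolase (0.0529 to 0.108). Without control 72 h replicate 1, an omission chosen after the data were seen, the 2 h difference of the hydrolase had an adjusted p of 0.00221.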

Similar patterns of gene expression were observed in Arabidopsis roots under Al stress with few overlaps between sets of genes detected at 6 h and 48 h post Al treatment [18]. 

The temporal pattern of Al-induced gene expression changes observed in this study diverges from results of other authors. At 12 and 72 h, almost no genes were differentially expressed or detected. 

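At 12 h post Al treatment, the list of pathogen defence genes, which holds pathogenesis-related and disease resistance genes, was shifted upward by camera (adjusted p = 9.4e-07), as were the glutathione S-transferases (adjusted p = 2.1e-05), the NAC domain proteins (0.00485), the WRKY transcription factors (0.0168) and the seed storage and oil body genes, markers of cotyledon (0.0363). With an estimated correlation the adjusted p was 0.758 for each of them. At 72 h, the WRKY list (median log2 fold change -0.28, 19 of 101 probe sets above 0) and the pathogen defence list (-0.49, 4 of 39) were shifted downward (adjusted p = 9.1e-13 and 1.4e-09), together with the NAC list (-0.35, 6 of 29, adjusted p = 0.00523). With an estimated correlation these were 0.557, 0.557 and 0.988. With control 72 h replicate 1 left out, a choice made after the data were seen, the medians at 72 h were -0.01, -0.02 and 0.01 and none of the 3 lists was called (adjusted p = 0.555, 0.626 and 0.749; 0.926 for each with an estimated correlation). No member of any of these lists passed limma's threshold at either time, also when adjusted over the list alone. On simulated data with the spread of the real arrays, the same fit recovered 37.3% of probe sets changed by 1 on the log2 scale and 73.1% of those changed by 2, at 12 h and at 72 h alike. The simulated noise was independent between probe sets and alike in all groups. It held no array that stands apart, so these shares do not give the recovery on the real arrays.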

The virtually no detection of Al-regulated genes at 12 and 72 h post treatment seems a little odd but it is what is expressed in this soybean genotype at detection thresholds of *P*-value <.01 and 3-fold change in an experiment with 3 replications. Gene expression is species and genotype specific [15–20] making comparison of results across different studies difficult. The most likely explanation for the 72-hour result is that Al toxicity could have already been neutralized by the 72 h, making differential gene expression unnecessary. 

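Over the 764 probe sets that rose at 48 h post Al treatment, the median Al effect at 72 h was -0.50 on the log2 scale, with 11.9% of them above 0. Control 72 h replicate 1 stood apart from the other controls over these probe sets: it lay 2.28 above the mean of the 48 h controls, against 0.42 and 0.16 for control 72 h replicates 2 and 3. The 48 h Al arrays lay 3.06, 3.35 and 2.36 above that mean, and the 72 h Al arrays 0.22 to 0.46. The 2 h arrays, control and Al, lay 1.05 to 1.59 above it. A carbohydrate oxidase had an intensity of 328 in control 72 h replicate 1 and of 5.22 and 5.17 in the other controls of that time, and a syringolide-induced defence protein (entry 21 of Table 2) one of 1259 against 10.9 and 4.51. GSTU42, a glutathione S-transferase, had 15091 against 175 and 85.2. Without this array the median effect of the 764 at 72 h was 0.03, with 57.7% above 0. In 175 probe sets the Al effect differed between 48 and 72 h (limma, adjusted p under 0.05), 160 of them higher at 48 h. Without control 72 h replicate 1, an omission chosen after the data were seen, this count was 92, and with all arrays but without the filter it was lower still. WRKY17 is one of the 175, with a difference of 8.55 (standard error 1.57, adjusted p = 0.0396).

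**Figure D1:**
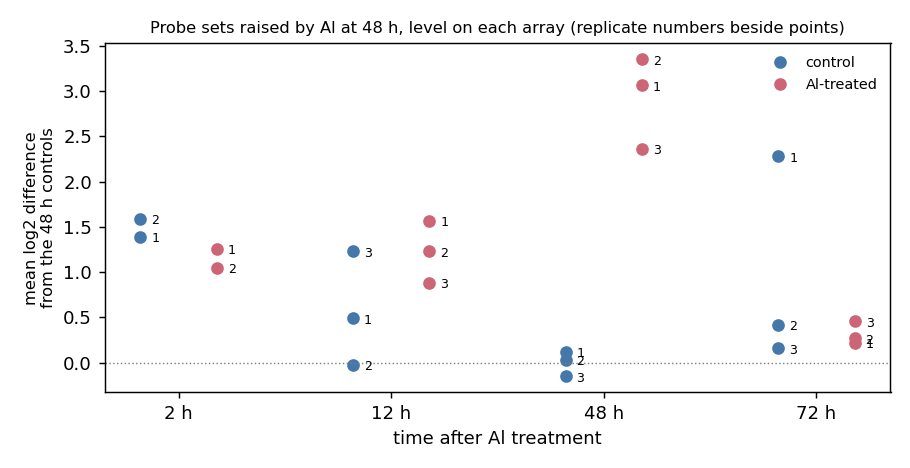
Mean log2 difference from the 48 h controls over the 764 probe sets raised by Al at 48 h, for each of the 22 arrays by time, with the replicate number beside each point. The 48 h Al arrays lie at 2.36 to 3.35, and control 72 h replicate 1 lies at 2.28, above all other control arrays.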

The lack of transcriptional response at 12 h, however, is a biological puzzle, and it could represent a very unusual temporal transcriptome response of this soybean genotype to Al stress. 

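At 12 h the median Al effect over the 764 probe sets raised at 48 h was 0.45 on the log2 scale, and 87.4% of them lay above 0, although none passed the test at that time. Across tested probe sets, which are not independent of each other, the 12 h effects correlated with those of 48 h at r = 0.51. By limma, 6 probe sets had an Al effect that differed between 48 and 12 h (adjusted p under 0.05; 2099 at an unadjusted p under 0.05), all larger at 48 h; the count was 72 without control 72 h replicate 1 and 340 without it and Al 48 h replicate 3, arrays left out after the data were seen. WRKY63, a transcription factor, is among them, with a difference of 1.65 on 1 of its probe sets (standard error 0.12, adjusted p = 1.2e-05), as is LOC100811812 with 2.78 (standard error 0.42, adjusted p = 0.0367). The widest difference, on a probe set without a symbol or an entry in the tables, was 4.35 (standard error 0.54, adjusted p = 0.00579). Over the 764 probe sets, control 12 h replicate 3 lay 1.23 above the mean of the 48 h controls, and control 12 h replicates 1 and 2 lay at 0.49 and -0.02. The 12 h Al arrays lay at 1.57, 1.23 and 0.88. Without control 12 h replicate 3 and Al 12 h replicate 3, left out after the data were seen, 7 probe sets rose and 7 fell at 12 h.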

Among the few reported Al microarray studies, the results of Kumari et al. [18] in Arabidopsis is the closest to ours with regard to the number of genes detected at early and late time points. They detected 127 genes at 6 h post treatment and 733 genes at 48 h post treatment using a threshold of a 2-fold change whereas we detected 38 genes at 2 h and 542 at 48 h using a 3-fold change. 

All of the differentially expressed genes that were functionally annotated by the Genbank nonredundant protein database were grouped into five functional categories based on their putative cellular function. 

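At 48 h post Al treatment, the categories of Table 2 gave 13 probe sets for stress response, of which 10 rose, and 12 for metabolism, of which 4 rose and 2 fell (limma, n = 3 arrays per group). Counted are probe sets with the printed fold change and SD or, where an entry had none, those that bear its name, so metabolism includes DHAR4, which was not called and is not the gene of its entry, and LOC100500487 (transport) and LOC100793962 (unclassified), identified by the fold change alone, are left out. Transcription factors had 10 of 11 raised, transport 9 of 9, signalling 2 of 2 and cell cycle 1 of 1. The unclassified group was the largest, with 57 probe sets, of which 50 rose and 1 fell. When adjusted over the list alone, 13 rose for stress response, 9 rose and 2 fell for metabolism, 11, 9, 2 and 1 rose for the other named categories, and 56 rose and 1 fell among unclassified ones. In each category with at least 5 probe sets camera gave an upward shift also with an estimated correlation (adjusted p = 0.0107 to 0.0422). These genes were chosen on the same arrays for their change, which makes the counts no independent evidence. Lists fixed beforehand gave a wider view. Of 39 pathogen defence probe sets 3 rose (24 rose and 1 fell when adjusted over the list alone), with a median log2 fold change of 1.45. NDR1b, a gene needed for resistance to bacteria, rose by 3.47 (standard error 0.67, adjusted p = 0.0145), and EDS1-2, a regulator of salicylic acid defence, by 2.48 (standard error 0.55, adjusted p = 0.0274). Of 33 probe sets of jasmonate synthesis and lipoxygenases, 2 fell (8 when adjusted over the list alone): LOX10, a lipoxygenase, by 2.66 (adjusted p = 0.0272) and CYP74A1, an allene oxide synthase, by 1.16 (adjusted p = 0.0140). By camera these lists moved up and down (adjusted p = 2.6e-12 and 1.1e-04), and with an estimated correlation the adjusted p was 0.202 and 0.108. Without Al 48 h replicate 2 the adjusted p of NDR1b was 0.0854, of EDS1-2 0.149, of LOX10 0.123 and of CYP74A1 0.0806, and each call also ended without at least 2 of the other arrays of 48 h (0.0517 or above). In all 4, Al 48 h replicate 1 was among those.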

The functional classification showed that stress- and metabolism-related genes constitute the major fractions of Al-regulated genes (Figure 3). 

### 3.4. Quantitative Real-Time PCR Validation of Microarray Expression Levels

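For those of the genes chosen for quantitative real-time PCR that no passage above describes, the array values were as follows. The PCR values are not analysed here. At 48 h post Al treatment, the unknown gene listed 3 times in Table 2, as entries 15, 11 and 62, rose by 6.71, 6.72 and 5.24 on the log2 scale (standard errors 1.21, 1.36 and 1.00, n = 3 arrays per group, adjusted p = 0.0124, 0.0192 and 0.0141). Entry 10, also unknown, rose by 6.98 (standard error 1.59, adjusted p = 0.0299), with replicate SDs of 1.93 on the Al arrays and 1.34 on the control arrays. Entry 7, another unknown gene, rose by 7.61 (standard error 1.71, adjusted p = 0.0284). A CCCH-type zinc finger protein, of a class that binds RNA or DNA, had a log2 fold change of 2.86 at 2 h (standard error 0.98, n = 2 arrays per group, adjusted p = 0.367). It stood at 9.43 ± 0.24 with Al and at 6.57 ± 0.08 without (SD, n = 2). Taken out singly, all arrays of 48 h except Al replicate 3 ended the calls of entries 7, 10 and 11 (adjusted p = 0.0550 to 0.134), Al replicates 1 and 2 that of entry 15 (0.0543 and 0.0680), and these with control replicates 2 and 3 that of entry 62 (0.0556 to 0.0854). In control 72 h replicate 1 the intensity of entry 10 was 1219 and that of entry 7 was 836, against at most 9.15 in the other controls of 72 h.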

The microarray gene expression levels were validated with quantitative real-time PCR for representative genes (Figure 4). In general, the microarray results were in agreement with *qRT-PCR* but in a few cases quantitative *RT-PCR* gave higher levels of expression compared to microarray. Such results are obtained by a number of investigators [16, 20, 25]. Detail discussion of factors contributing to the discrepancy between microarray and *RT- PCR* gene expression levels is covered in [26]. Many authors attribute the phenomenon to the high dynamic range and greater sensitivity of PCR detection. It is worth noting that the gene expression kinetics depicted in Figure 1 shows the efficacy of our experimental design in capturing the full dynamic range of gene expression profiles in the soybean genotype studied. 

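PIP2-8 had a larger Al effect at 2 h than at 12 h, by 5.36 on the log2 scale (standard error 0.55, adjusted p = 1.7e-04 from limma), and than at 72 h, by 5.49 (adjusted p = 1.6e-04). For the anionic peroxidase the Al effect at 2 h minus that at 12 h was -6.72 (standard error 0.94, adjusted p = 0.00369), with an effect of 0.01 at 12 h. Its level in the control arrays was itself higher at 2 h than in the mean of 12 and 72 h, by 6.83 (standard error 0.60, adjusted p = 1.9e-05 from limma). LOC100794412, which rose by 5.00 at 2 h (standard error 0.58, adjusted p = 2.6e-04), had an effect higher by 5.21 at 2 h than at 12 h (adjusted p = 0.00398). In the other direction, LOC100782360 had an Al effect at 2 h minus that at 48 h of -8.96 (standard error 1.46, adjusted p = 0.0114). The Al effect differed in 85 probe sets between 2 and 12 h, in 240 between 2 and 48 h and in 63 between 2 and 72 h. Between 12 and 72 h it differed in 0 by limma, with 1179 at an unadjusted p under 0.05. The 162 probe sets raised at 2 h had a median Al effect of 2.34 at that time and of -0.01, 0 and 0 at 12, 48 and 72 h. The 764 raised at 48 h had a median of 2.70 at 48 h and of -0.12 at 2 h. Within the Al arrays, 3045 probe sets were apart at 2 h from the mean of 12 and 72 h, within the control arrays 577, and in 107 the contrast differed between treatments. Without control 72 h replicate 1, left out after the data were seen, 1021 were apart within the controls, and 554 differed between 2 and 48 h.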

Gene expression peaks at 2 and 48 h suggesting that major savings in microarray experimental expenditure could be realized by limiting sampling to these time points in future experiments. 

### 3.5. Differentially Regulated Genes by Functional Category

#### 3.5.1. Genes Related to Transcription Factors

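At 48 h post Al treatment WRKY57, a WRKY transcription factor of the kind that regulates defence genes, rose from 4.92 ± 0.25 to 10.27 ± 0.66 on the log2 scale (SD, n = 3 arrays per group; adjusted p = 0.00292 from limma). WRKY30 rose at least 95.3-fold (log2 fold change 6.73, standard error 1.00, adjusted p = 0.00552). WRKY17 rose by 6.42 (standard error 1.11, adjusted p = 0.0108), LOC547562, the WRKY19 of Table 2, by 6.30 (adjusted p = 0.0143), and WRKY43 by 4.27 (adjusted p = 0.011). Of 101 probe sets of WRKY genes, 17 rose and 0 fell (44 rose when adjusted over the list alone), with a median log2 fold change of 0.75. NAC6 rose by 5.43 (standard error 1.00, adjusted p = 0.0130) and NAC018 by 4.31 (standard error 0.85, adjusted p = 0.0159); of 29 NAC probe sets 3 rose (11 when adjusted over the list alone). Camera called both lists upward (adjusted p = 1.5e-22 and 3.0e-07), with adjusted p = 0.108 and 0.291 with an estimated correlation. Of 92 MYB probe sets 1 rose, MYB76, at least 7.16-fold (adjusted p = 0.0304), also 1 when adjusted over the list alone. Of 94 bZIP probe sets 0 rose and 1 fell, BZIP110 by 0.93 on 1 of its probe sets (adjusted p = 0.0343), and 0 changed when adjusted over the list alone. DREB2A2, of the AP2/ERF family that responds to drought and cold, rose by 3.59 (standard error 0.48, adjusted p = 0.00326). It was the only one of 14 AP2/ERF probe sets to rise, also when adjusted over the list alone (camera adjusted p = 0.00533, and 0.385 with an estimated correlation). At 2 h, a MYB protein rose by 2.50 (adjusted p = 0.0297, n = 2 arrays per group) and BZIP35 at least 5.34-fold (adjusted p = 0.00625), while BZIP105 had a log2 fold change of 1.97 with an adjusted p of 0.618. With 1 array of 48 h left out, WRKY57, WRKY30 and DREB2A2 kept their calls (adjusted p up to 0.0334), WRKY17, WRKY43 and NAC6 lost theirs without control replicate 3 or Al replicate 2 (0.0519 to 0.0773), NAC018 and LOC547562 also without Al replicate 1 and the latter also without control replicate 2 (up to 0.0905), and MYB76 and BZIP110 without 5 and all 6 arrays (up to 0.159). At 2 h, any omission ended the call of the MYB protein (0.0778 to 0.141), and that of Al replicate 2 the call of BZIP35 (0.0742). The intensity of WRKY30 in control 72 h replicate 1 was 157 and that of WRKY17 was 356, against 4.55 to 14.4 in the other controls of that time.

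**Figure D2:**
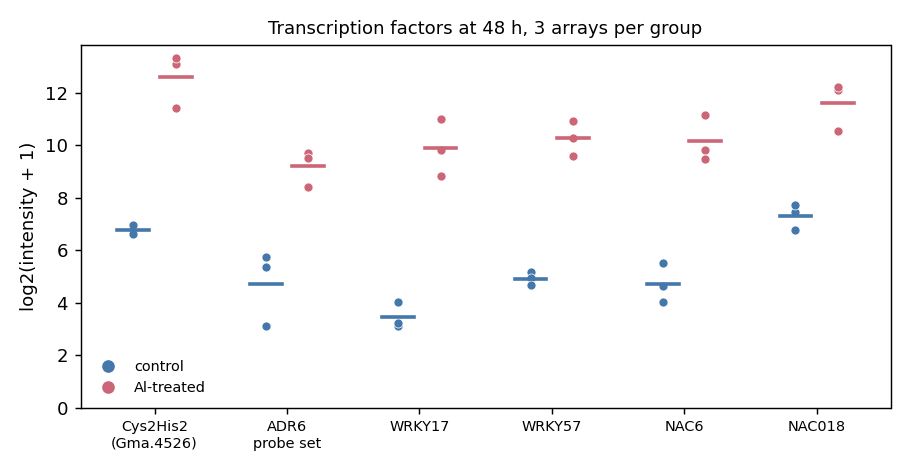
Level of 6 transcription factors at 48 h on each array, as log2(intensity + 1), with points for the 3 arrays per group and a line at each mean. WRKY17, WRKY57, NAC6, NAC018 and the Cys2His2 protein rose with Al, and the ADR6 probe set has an adjusted p above the threshold.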

A number of transcription factors including *bZIP, WRKY, MYB, ADR6,* and *NAc* were highly upregulated in the present study (Tables 1 and 2). Members of these families of transcription factors were previously detected under Al stress in several plant species [16, 18–20, 27]. *Cys2His2*-type zinc finger (*bZIP)* and auxin downregulated (*ADR6*) factors are particularly interesting from Al tolerance perspective. *Cys2His2*-type zinc finger (*bZIP*) protein coregulates molecular response to proton and Al toxicities [28]. It controls the expression of *AlMT1*—a malate transporter protein that acts in Al exclusion mechanism. 

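The Cys2His2 zinc finger probe set of Table 2 rose with Al at 48 h from 6.77 ± 0.19 to 12.61 ± 1.03 on the log2 scale (SD, n = 3 arrays per group), a log2 fold change of 5.84 (standard error 1.27, adjusted p = 0.0249 from limma). At 2 h its log2 fold change was -2.22 (adjusted p = 0.712), at 12 h 1.69 and at 72 h -2.04 (adjusted p = 1 at both times). STOP1, the Cys2His2 protein that governs the response to protons and Al in Arabidopsis, had a log2 fold change of 0.63 at 48 h (standard error 0.23, adjusted p = 0.169). SCOF-1, a Cys2His2 protein induced by cold, rose on 1 of its probe sets by 3.40 (standard error 0.78, adjusted p = 0.0304). Of 5 probe sets of named Cys2His2 genes, 1 rose, and 4 did when adjusted over the list alone (camera adjusted p = 0.00331, and adjusted p = 0.225 with an estimated correlation). Left out in turn, every array of 48 h except Al replicate 3 ended the calls of the Table 2 probe set (adjusted p = 0.0686 to 0.118) and SCOF-1 (0.0752 to 0.148). The Table 2 probe set had an intensity of 2375 in control 72 h replicate 1, against 130 and 67.9 in the other controls of that time.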

In this study, *Cys2His2* (Gma.4526, Table 2) was upregulated 51-fold at 48 h post treatment suggesting that malate plays a major role in Al tolerance mechanism of PI 416937 soybean. Earlier physiological study by Silva et al. [29] showed that Al stress increases exudation of both malate and citrate during the first 6 h of exposure to Al in both tolerant and sensitive soybean types. But they concluded that the sustained accumulation and exudation of citrate is mainly responsible for the genotypic differences in Al tolerance. In the present work, 48 h after Al exposure the malate transporter regulator protein was highly expressed in contrast with the observation of Silva et al. [29]. 

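Enzymes of citrate and malate metabolism, such as PEPC7, a phosphoenolpyruvate carboxylase that feeds malate synthesis, had small Al effects at 48 h. The log2 fold changes of the 4 probe sets of PEPC7 ran from -0.54 to -0.65, with adjusted p of 0.163 to 0.288 (limma, n = 3 arrays per group). Of the 22 probe sets of this list 0 rose and 0 fell, and 1 fell when adjusted over the list alone. Their median log2 fold change was -0.46, with 3 of 22 above 0, and camera called the list downward (adjusted p = 0.00533), with adjusted p = 0.385 with an estimated correlation. MS, the malate synthase of the glyoxylate cycle, had a log2 fold change of -0.26 at 48 h (standard error 1.22, adjusted p = 0.947) and of 6.11 at 2 h (standard error 1.49, n = 2 arrays per group, adjusted p = 0.0996).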

We postulate that* Cys2His2* might regulate the expression of other Al tolerance genes in addition to malate transporter. It is also possible that malate biosynthesis becomes a limiting step or malate might indeed play a major role in soybean Al-tolerance contrary to earlier conclusions. *ADR6* transcription factors were previously reported as Al tolerance genes [14, 18]. In the present study, *ADR6* was highly upregulated (14-fold, Table 2). 

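The probe set identified for ADR6, an auxin-regulated gene, stood at 9.22 ± 0.70 with Al and 4.73 ± 1.42 without at 48 h, on the log2 scale (SD, n = 3 arrays per group). The log2 fold change of 4.48 (standard error 1.43) had an adjusted p of 0.117 from limma. At 12 h the log2 fold change was 3.07 and at 72 h -2.39 (standard error 1.43, adjusted p = 1 at both times). The 3 probe sets that carry the symbol SALI5-4A had log2 fold changes of -1.36, -0.25 and -2.49 at 48 h (adjusted p = 0.414, 0.690 and 0.252). The ADR6 probe set had an intensity of 911 in control 72 h replicate 1, against 11.9 and 7.70 in the other controls of that time. Without that array, an omission chosen after the data were seen, its 48 h effect had an adjusted p of 0.0139, and the adjusted p was 0.171 or more without any 1 of the 48 h arrays.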

The plant hormone auxin and *ADR6* exhibit opposite behavior in plant roots under Al stress. Al has been shown to inhibit auxin biosynthesis and transport genes as one possible mechanism of its toxicity [18]. On the contrary, *ADR6*—an auxin downregulated transcription factor is induced under Al stress perhaps mimicking auxin's role of promoting root growth. These observations suggest that *Cys2His2* and *ADR6* transcription factors are important modulators of soybean molecular response to Al stress.

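Of 10 probe sets of auxin-regulated genes, a list fixed beforehand, 0 rose and 0 fell at 48 h (limma, n = 3 arrays per group), also when adjusted over the list alone. Their median log2 fold change was -0.10 with 4 of 10 above 0 (camera adjusted p = 0.678). The paper's reasoning starts from the rise of the Cys2His2 and ADR6 probe sets at 48 h. Because Cys2His2 proteins control a malate transporter in other work, and because ADR6 was induced while Al is known to inhibit auxin synthesis and transport, the paper proposes that both transcription factors modulate the soybean response to Al.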

#### 3.5.2. Genes Related to Transporters

Transporters, specifically malate (*ALMTs*) and citrate (*MATE*) transporters are the first Al tolerance genes cloned in plants and represent the well-characterized Al tolerance mechanism in a wide range of plant species [5, 8]. None of the family members of these two genes were detected in the present study which could be due to constitutive expression. In contrast, an *ABC* transporter, a multidrug resistance glutathione-S-transferase-exporting ATPase (Gma.14080, Table 2), was upregulated 27-fold at 48 h post treatment in the present study, which could detoxify xenobiotics by transporting glutathione-S-transferase conjugated toxin to the vacuole from sensitive sites in symplast. 

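FRD3a, whose Arabidopsis counterpart is a citrate transporter of the MATE family, had a log2 fold change of 0.46 at 48 h (standard error 0.53, n = 3 arrays per group, adjusted p = 0.695 from limma). Its log2 fold changes at 2, 12 and 72 h were -0.04, 0.17 and 0.11 (adjusted p = 1 at each of these times). No tested probe set carries an ALMT symbol, and most carry no symbol. Among 14 probe sets of genes named in earlier soybean work on Al, 0 rose and 0 fell at 48 h, also when adjusted over the list alone, with a median log2 fold change of -0.40 (camera adjusted p = 0.101).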

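The multidrug resistance ABC transporter of Table 2, of a kind that exports glutathione conjugates, rose on the probe set that bears the name of its entry with Al at 48 h from 6.95 ± 0.32 to 11.74 ± 1.03 on the log2 scale (SD, n = 3 arrays per group; adjusted p = 0.0249 from limma). A second probe set, which carries the fold change printed for this gene, rose by 5.09 (standard error 1.03, adjusted p = 0.0190). LOC100793054, listed as like an ABC transporter, rose on 1 of its probe sets by 6.08 (standard error 1.19, adjusted p = 0.0157). Without any 1 array of 48 h other than Al replicate 3, the calls of both multidrug resistance probe sets ended (adjusted p = 0.0545 to 0.127); that of LOC100793054 ended without control replicate 2 or 3 or Al replicate 1 or 2 (0.0528 to 0.0866). In control 72 h replicate 1 the intensities of the multidrug resistance probe sets were 1428 and 692, where those of the other controls of 72 h were 15.6 to 64.0.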

The involvement of *ABC* transporters in Al tolerance mechanism is widely documented [15, 18, 30, 31]. Other Al-induced transporters included heavy metal ion transport proteins (Gma.17184 and Gma.24625), lipid transport proteins (DQ222982 and Gma.17184), carbohydrate transport protein (Gma.11888), and coatomer protein complex subunit 2-protien—a polypeptide complex for membrane trafficking (Gma.1654) (Table 2). 

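Among probe sets of transport proteins at 48 h, 1 annotated for heavy-metal transport and detoxification rose by a log2 fold change of 6.46 (standard error 1.07, adjusted p = 0.00888 from limma, n = 3 arrays per group). LOC100500487, identified by the printed fold change alone as another entry of heavy-metal transport, rose by 5.70 (standard error 1.18, adjusted p = 0.0203). Table 2 gives 3 entries under 1 identifier: of these, the glycolipid transport proteins rose by 5.60 for entry 53 (standard error 0.90, adjusted p = 0.00814) and by 5.58 for entry 86 (standard error 0.97, adjusted p = 0.0111), and the metal ion transport protein by 4.48 for entry 83 (standard error 0.81, adjusted p = 0.0123). The probe set named after that identifier was not above background, at 2.61 ± 0.02 with Al and 2.64 ± 0.03 without (SD, n = 3). The lipocalin for fatty acid transport rose by 3.96 (standard error 0.90, adjusted p = 0.0296). A coatomer subunit, of a coat that forms transport vesicles, rose by 8.02 (standard error 1.69, adjusted p = 0.0218). Omitted one by one, no array ended the call of entry 53 (adjusted p up to 0.0456). Al replicate 2 ended all the other calls, control replicate 3 all of these but that of entry 86, Al replicate 1 and control replicate 2 those of LOC100500487, the lipocalin and the coatomer subunit, and control replicate 1 those of LOC100500487 and the lipocalin (0.0500 to 0.155 over all of these).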

Heavy metal transport proteins are either located in plasma membrane or subcellular membranes and detoxify heavy metals by exporting metal-ligand complexes out of the cell or by sequestration or compartmentalization of the complex in the vacuole. The internal detoxification mechanism of Al involves formation of Al-organic acid complexes and subsequent transport of the complex by transport proteins to leaf vacuoles in Al hyperaccumulating plants that are adapted to acid soils [1, 9, 10, 32]. Similar mechanism might operate in cultivated plants, and the heavy metal binding proteins upregulated here might function in such pathway.

Lipid and sugar transport proteins are among other transporters detected. Lipid transport proteins transport lipids to cell wall for biosynthesis of cutin layers and surface waxes as a defense mechanism against pathogen attack [33]. They are also induced by abiotic stresses including aluminum [15, 33]. Lipid transport proteins loosen cell wall in a nonhydrolytic mode and enhance cell elongation, a role traditionally attributed to expansins [34]. Aluminum stress inhibits root growth by restricting cell wall extension [1]; hence, there should be a significance to the upregulation of lipid transport proteins under Al stress. Plant sugar transporters have been reported to be induced by pathogen attack and Al stress [18, 35], as is the case in the present study (Gma.11888, Table 2).

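A phloem protein that binds carbohydrates rose with Al at 48 h from 4.10 ± 0.85 to 9.63 ± 0.25 on the log2 scale (SD, n = 3 arrays per group; adjusted p = 0.0262 from limma). Of 11 probe sets of sugar transporters, a list fixed beforehand, 2 rose, also when adjusted over the list alone: SWEET34 by 2.47 (adjusted p = 0.0113) and SWEET29 by 2.47 (adjusted p = 0.0381), both sugar efflux carriers. The list's median log2 fold change was -0.24 and its mean 0.31 (camera adjusted p = 0.670). Left out in turn, every array of 48 h except Al replicate 3 ended the calls of the phloem protein (adjusted p = 0.0704 to 0.111) and SWEET29 (0.0840 to 0.173), and Al replicates 1 and 2 that of SWEET34 (0.0539 and 0.0656). The intensity of the phloem protein in control 72 h replicate 1 was 229, against 9.59 and 17.3 in the other controls of that time.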

#### 3.5.3. Genes Related to Stress Response

Aluminum toxicity has been shown to elicit a wide range of stress-related proteins [19, 20, 36, 37]. In this study, genes known to be responsive to pathogens, oxidative stress, toxins, or Al were classified under this category. Several pathogenesis-related proteins including syringolide-induced protein, acidic endochitinase, PR-5, basic secretory protein, pathogenesis related protein STH-2, and proteinase inhibitors were upregulated at 48 h post Al treatment (Table 2). 

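The syringolide-induced protein of entry 6 of Table 2, named for an elicitor that triggers the hypersensitive response, rose with Al at 48 h by a log2 fold change of 8.02 (standard error 1.51, adjusted p = 0.0138 from limma, n = 3 arrays per group). A second of its kind, entry 21, rose by 7.08 (standard error 1.49, adjusted p = 0.0213), and B13-1-9 by 3.48 (standard error 0.69, adjusted p = 0.0166). The acidic endochitinase, an enzyme that breaks down chitin of fungal walls, rose by 5.62 (standard error 1.37, adjusted p = 0.0404). LOC100527902, a basic secretory protein, rose by 5.91 (standard error 1.32, adjusted p = 0.0275). OLPa, a PR-5 protein of the thaumatin kind, had log2 fold changes of 4.86, 3.48 and 2.89 on 3 probe sets (adjusted p = 0.0725, 0.144 and 0.283). The STH-2 probe set had one of 4.93 (standard error 1.31, adjusted p = 0.0600). The trypsin and protease inhibitor of Table 1 and LOC100785417, the putative protease inhibitor of that table, had log2 fold changes of -0.01 and -0.02 at 48 h. Of 7 probe sets of named proteinase inhibitors 1 rose, also when adjusted over the list alone: CYSTATIN, an inhibitor of cysteine proteases, by 1.41 (adjusted p = 0.0347), where the list had a camera adjusted p of 0.847. Taken out singly, any array of 48 h ended the call of the endochitinase (0.0517 to 0.165), any but Al replicate 3 those of entry 21, LOC100527902 and CYSTATIN (up to 0.176), control replicates 2 and 3 and Al replicate 1 that of B13-1-9 (0.0630 to 0.0804), and these with Al replicate 2 that of entry 6 (0.0520 to 0.0765). The endochitinase had an intensity of 3076 in control 72 h replicate 1, against 91.9 and 25.9 in the other controls of that time. Without it, an omission chosen after the data were seen, the adjusted p of OLPa on the first of these probe sets was 0.0196 and that of the STH-2 probe set 0.00338.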

The confluence between plant molecular response to aluminum toxicity and pathogen infection likely arises from the fact that both cause oxidative stress. However, the role of pathogenesis-related proteins in Al tolerance is equivocal. Overexpression of peroxidase and proteinase inhibitor genes in Arabidopsis did not improve Al tolerance for the transformed plants relative to controls [38]. On the other hand, overexpressing pepper basic pathogenesis-related protein 1 gene in tobacco resulted in enhanced tolerance to heavy metal cadmium and pathogen infection [39]. 

Other Al-upregulated stress-related genes included carbohydrate oxidase, glutathione-S-transferase, and glutathione-based reductase (Tables 1 and 2). 

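A carbohydrate oxidase, which makes hydrogen peroxide from sugars, rose with Al at 48 h from 2.81 ± 0.02 to 8.93 ± 0.42 on the log2 scale (SD, n = 3 arrays per group; adjusted p = 0.0345 from limma). The glutathione S-transferase of entry 27 of Table 2 rose by 5.66 (standard error 1.30, adjusted p = 0.0312). GSTU42 had a log2 fold change of 4.33 (standard error 1.38, adjusted p = 0.115), and a probe set that bears the name of its entry, without a symbol, rose by 2.21 (standard error 0.54, adjusted p = 0.0412). Of 40 probe sets of named glutathione S-transferases 3 rose, 1 of GSTU43 and 2 of GSTU41, and 10 rose and 1 fell when adjusted over the list alone. GSTU43 rose by 3.52 (standard error 0.57, adjusted p = 0.00885). Camera called the list upward (adjusted p = 0.0216), with adjusted p = 0.686 with an estimated correlation. The glutaredoxin of entry 17 of Table 1, a small oxidoreductase that uses glutathione, rose at least 12.2-fold at 2 h (log2 fold change 3.75, standard error 0.12, adjusted p = 2.3e-11, n = 2 arrays per group). The other glutaredoxin, entry 10 of that table, had a log2 fold change of 3.16 at 2 h with an adjusted p of 0.405. Left out in turn, any array of 48 h ended the calls of the oxidase (0.0654 to 0.120) and of the probe set that bears the name of GSTU42's entry (0.0563 to 0.210), any but Al replicate 3 those of entry 27 (0.0724 to 0.142) and of GSTU41 (0.0506 to 0.159), and Al replicate 2 that of GSTU43 (0.0505). No array of 2 h ended that of the glutaredoxin. Without control 72 h replicate 1, left out after the data were seen, GSTU42 had an adjusted p of 0.00378.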

Carbohydrate oxidase and cell wall peroxidases have been reported to provide protection against pathogens by generating hydrogen peroxide from carbohydrate substrates in the apoplast [14]. Hydrogen peroxide has antimicrobial property and also acts as signal molecule for defense genes expression. In the case of aluminum, the activity of these enzymes is correlated with plant Al sensitivity [40, 41]. Glutathione-S-transferase and glutathione-based reductase are the key enzymes of cellular detoxification and antioxidation system [42]. Glutathione reductase catalyses the conversion of oxidized glutathione to reduced form. Glutathione-S-transferase conjugates toxins and electrophilic compounds to reduced glutathione. The glutathione-conjugated toxin is then exported out of the cell or into the vacuole by the *ABC* transporter proteins discussed above. The concurrent upregulation of glutathione-based reductase, glutathione-S-transferase, and *ABC *transporter protein suggests that PI 416937 soybean may guard itself against Al by extruding Al out of the cell or by compartmentalization of Al to the vacuole. Yet there are conflicting evidences with respect to the role of the glutathione defense system in plant Al tolerance. Overexpression of glutathione-S-transferase in *Arabidopsis thaliana* has been shown to enhance plant Al tolerance [38]. On the other hand, Maron et al. [17] found more oxidative stress genes upregulation in Al sensitive cultivar of maize than in Al tolerant cultivar and argue that oxidative stress genes upregulation is a symptom of Al toxicity rather than a tolerance mechanism, an assertion that is supported by findings of [43]. In addition, these genes are responsive to several biotic and abiotic stress factors and, therefore, should not be regarded as major Al tolerance genes while partial role is certainly possible.

#### 3.5.4. Genes Related to Cellular Metabolism

Genes involved in catabolic or biosynthesis of various metabolites were differentially expressed. The most interesting ones from Al tolerance perspective are genes for biosynthesis of ascorbic acid and genes encoding cytochrome P450 and endo-xyloglucan transferases/hydrolases. 

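Xyloglucan endotransglycosylase, an enzyme that cuts and rejoins xyloglucan chains of the cell wall, stood at 10.81 ± 0.71 with Al and at 5.47 ± 1.39 without on 1 probe set at 48 h, on the log2 scale (SD, n = 3 arrays per group). The log2 fold change of 5.34 (standard error 1.48) had an adjusted p of 0.0709 from limma, and that of 4.41 on a second probe set one of 0.112. At 2 h the endoxyloglucan transferase LOC100793686 had log2 fold changes of 1.79 and 1.25 on 2 of its probe sets (n = 2 arrays per group, adjusted p = 0.741 and 0.828). The entry for ascorbic acid synthesis names VTC2, for which no probe set was identified; DHAR4, another gene, on the probe set that bears the entry's identifier, stood at 12.99 ± 0.61 with Al and 13.35 ± 0.21 without at 48 h (adjusted p = 0.524). Of 22 probe sets of cell wall genes, a list fixed beforehand of expansins, xyloglucan enzymes and proline-rich proteins, 0 rose and 0 fell at 48 h, also when adjusted over the list alone (camera adjusted p = 0.847). At 2 h 0 changed as well, and 1 rose when adjusted over the list alone; camera called the list upward (adjusted p = 0.0425), with adjusted p = 0.501 with an estimated correlation. Of 34 probe sets of antioxidant enzymes 0 changed at 48 h, and 1 rose and 1 fell when adjusted over the list alone (camera adjusted p = 0.599). In control 72 h replicate 1 the intensity of xyloglucan endotransglycosylase on the first of its probe sets was 4204, against 92.1 and 43.0 in the other controls of that time, and without that array, left out after the data were seen, its 48 h effect had an adjusted p of 0.0108.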

All were upregulated in the present study, and the last two were previously reported to be upregulated in Arabidopsis [19, 20] and wheat [15, 16] roots under Al stress. Ascorbic acid is an important component of cellular antioxidation system. Oxidative stress is one aspect of Al toxicity, and maintenance of cellular ascrobate homeostasis has been reported to be an essential component of plant Al tolerance [16]. Cytochrome P450 may serve as monooxygenase in the biosynthetic pathways for lignin, defense compounds, hormones, pigments, fatty acids, and signaling molecules or in the detoxification pathway to catalyze the breakdown of numerous endogenous and exogenous toxic compounds [44]. 

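CYP82A3, a cytochrome P450 monooxygenase, stood at 11.69 ± 0.59 with Al and at 5.67 ± 2.41 without at 48 h on the probe set that carries the printed fold change, on the log2 scale (SD, n = 3 arrays per group; adjusted p = 0.0741 from limma). On another of its probe sets it rose by 3.23 (standard error 0.71, adjusted p = 0.0268). Entry 95 of Table 2, also a cytochrome P450, rose by 4.81 (standard error 0.91, adjusted p = 0.0139). Of 36 probe sets of named P450 genes 1 rose and 2 fell, and 3 rose and 2 fell when adjusted over the list alone (camera adjusted p = 0.0951). CYP97C10, a hydroxylase of carotenoid synthesis, fell by 0.81 (standard error 0.18, adjusted p = 0.0249). Among 74 probe sets of isoflavonoid and phenylpropanoid synthesis 3 rose, all of CHS1, a chalcone synthase, by 1.94 to 2.11 (adjusted p = 0.0242 to 0.0270), and 7 rose when adjusted over the list alone (camera adjusted p = 0.161). Omitted one by one, every array of 48 h except Al replicate 3 ended the call of CYP82A3 (adjusted p = 0.0708 to 0.122), any array that of at least 1 of the CHS1 probe sets (0.0518 to 0.142), control replicate 3 and both Al replicates 1 and 2 that of entry 95 (0.0548 to 0.0773), and the controls and Al replicate 2 that of CYP97C10 (0.0630 to 0.132). CYP82A3 had an intensity of 1568 in control 72 h replicate 1, against 15.6 and 16.0 in the other controls of that time. Without it, an omission chosen after the data were seen, the former probe set had an adjusted p of 0.0148 at 48 h.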

We detected two genes (Gma.28852 upregulated 43-fold and Gma.29655- upregulated 15-fold) which code for cytochrome P450 (Table 2). Gma.28852 encodes protein involved in pathways of ascorbate metabolism, coumarine and phenylpropanoid biosynthesis, and gamma hexachlorohexane degradation. Endoxyloglucan hydrolases are cell wall metabolism enzymes. Members of this family of enzymes have been implicated in Al tolerance [16, 18–20]. There is a causal relationship among endoxyloglucan hydrolases, cell wall composition, and Al tolerance. Al induced increases in cell wall pectin and hemicellulose increases plant Al sensitivity [43]. Pectin and hemicellulose form complexes with Al resulting in increased cell wall rigidity and reduced cell extension and growth [27, 43, 45]. Endoxyloglucan hydrolases appear to relax the Al-rigidified cell wall presumably by hydrolyzing the Al-sugar complexes.

#### 3.5.5. Genes Related to Cell Signaling

Perception of stress signal by the cell is the starting point for cascade of events leading to gene expression and change in cell metabolism in response to a stress factor. Aluminum perception and signaling is currently poorly understood. Cell wall-associated receptor kinase (WAK1) was the first Al signaling gene discovered [46], but there is no evidence that demonstrate, WAK1's major role in Al tolerance [1]. Microarray analyses have shown kinases, phosphates, and EF hand Ca^2+^ binding proteins as possible components of Al signaling pathway [16, 18]. In the present work, a Ca^2+^ sensor protein (Gma.35830), calcium-binding EF hand family protein (Gma.7726), oxidative signal kinase (Gma.8262), and a gene for growth factor phytosulfokines precursor (BK0001191) were upregulated 48 h post Al treatment (Table 2). 

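LOC100526852, a calcium sensor, rose with Al at 48 h from 3.06 ± 0.40 to 9.28 ± 0.80 on the log2 scale (SD, n = 3 arrays per group; adjusted p = 0.0158 from limma). The EF hand protein of Table 2, of a calcium-binding family, rose by 5.68 (standard error 1.10, adjusted p = 0.0153). A kinase, inducible by oxidative signals, rose by 6.22 (standard error 1.15, adjusted p = 0.0132). Of 23 probe sets of named calmodulins and calcium-dependent kinases, a list fixed beforehand, 0 rose and 0 fell, also when adjusted over the list alone (camera adjusted p = 0.806). Left out in turn, Al replicates 1 and 2 and control replicate 3 of 48 h ended all of these calls, control replicate 1 those of LOC100526852 and the EF hand protein, and control replicate 2 that of LOC100526852 (adjusted p = 0.0521 to 0.0905). In control 72 h replicate 1 the intensities of the calcium sensor, the EF hand protein and the kinase were 391, 110 and 83.1, against 4.69 to 8.92 in the other controls of that time.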

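PSK5, a precursor of the peptide growth factor phytosulfokine, rose with Al at 48 h at least 53.9-fold, from background in the controls to 8.44 ± 0.91 on the log2 scale (SD, n = 3 arrays per group). Its log2 fold change was 6.04 (standard error 1.23, adjusted p = 0.0195 from limma). At 2 h the log2 fold change was -0.61. Of 3 probe sets of named phytosulfokine genes 1 rose, also when adjusted over the list alone, and the list was too small for camera. Taken out singly, every array of 48 h except Al replicate 3 ended the call (adjusted p = 0.0570 to 0.104). PSK5 had an intensity of 497 in control 72 h replicate 1, against 4.07 and 4.67 in the other controls of that time.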

The phytosulfokines growth factor is a novel Al-induced gene, and it is involved in cell proliferation and growth, characteristics that confer Al tolerance.

## 4. Conclusion

We conducted a transcriptome analysis in Al-tolerant soybean line PI 416937 to identify potential genetic factors underlying Al tolerance trait. Our results uncovered several genes which might potentially have influence on soybean Al tolerance. Among these, two transcription factors, cell wall metabolism enzymes and a cell proliferation gene are particularly interesting from perspective of the physiological and molecular mechanisms of plant Al tolerance. The first transcription factor, *Cys2His2* zinc finger protein, coregulates molecular response to proton and aluminum toxicities, the major acid soil stress factors [28]. The second transcription activator, *ADR6 *is an auxin downregulated gene. Al suppresses auxin biosynthesis and transport in root system which might be one possible mechanism of Al induced root growth inhibition [18]. Conversely, *ADR6* is triggered under Al stress probably acting in a parallel pathway to auxin to restore root growth under Al stress. Root cell wall rigidification by Al binding is one principal mechanism of Al toxicity. Cell wall metabolism enzymes and proteins are induced under Al stress and may counteract Al effects on root cell walls. It is increasingly evident that these proteins as well as cell wall pectin and hemicellulose content are important determinants of Al tolerance in cereals [3, 4, 43]. Evidence from this study also implies that cell wall remodeling enzymes and proteins may play role in soybean Al tolerance. Inhibition of cell division and proliferation is another major mechanism of Al toxicity. We identified a novel cell proliferation stimulating gene phytosulfokines growth factor which might reverse this effect of Al. Taken together; our findings provide important insights into the molecular mechanisms of aluminum tolerance in soybean. The genes we identified may guide efforts to improve plant Al tolerance trait.

## Figures and Tables

**Figure 1:**
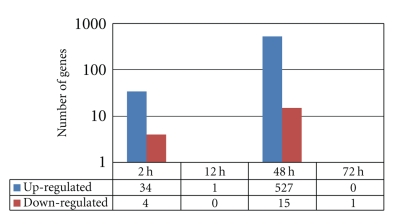
Number of Al upregulated and downregulated genes in soybean genotype PI 416937 in a time-course experiment.

**Figure 2:**
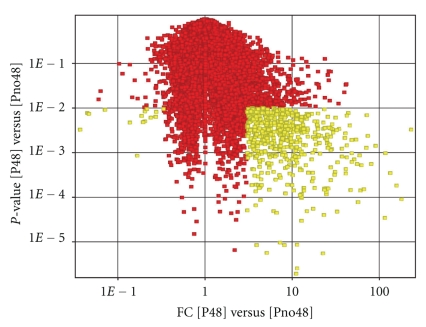
Distribution of *P*-value and fold change for gene expression profile of soybean genotype PI 416937 48 h post treatment. Yellow squares are aluminum regulated genes. Red squares are genes with above back ground expression level. FC, fold change; [P48] versus [Pno48], 48 h treated versus control comparison. *P*-value: the probability that the observed results are obtained by chance not due to Al effect.

**Figure 3:**
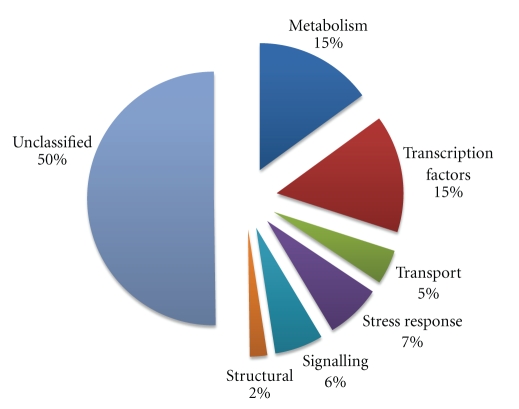
Functional classifications of genes differentially regulated by aluminum in soybean genotype PI 416937.

**Figure 4:**
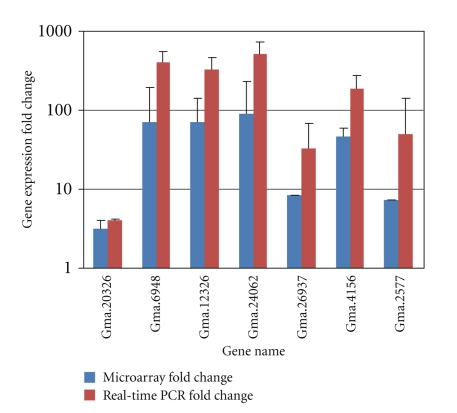
*RT-PCR* gene expression values for representative genes and its correlation with microarray data. Genes were selected to represent the range of expression levels observed in microarray data. Gene expression fold change: ratio of gene expression of Al-treated plants to untreated controls. Data presented are mean ± SE.

**Table 1:** Aluminum-regulated genes in soybean genotype PI 416937 2 h post aluminum treatment^†^.

Unigene ID	Fold change	Average ± SD	Functional category	Annotation	*e*-value
Gma.18664	32.55 (down)	−0.88 ± 0.06	Stress response	Anionic peroxidase/ oxidative stress	6*e* − 66
Gma.4152	29.89 (up)	4.39 ± 0.13	Stress response	Trypsin and protease inhibitor	2*e* − 20
Gma.17961	29.13 (up)	4.63 ± 0.14	Stress response	Soybean oleosin isoform B	2*e* − 22
Gma.26984	27.751 (up)	3.96 ± 0.05	Stress response	Putative protease inhibitor	4*e* − 35
Gma15007	24.75 (up)	3.77 ± 0.24	Metabolism	Ferredoxin 2 protein	2*e* − 46
Gma.29855	11.98 (up)	1.81 ± 0.15	Metabolism	Ribulose-1, 5-bisphosphate carboxylase	5*e* − 100
Gma.18110	11.36 (up)	2.87 ± 0.19	Unclassified	Cp12-2 Protein/peptide cross-linking	9*e* − 29
Gma.26937	8.29 (down)	−0.61 ± 0.03	Unclassified	Unknown	—
Gma.10987	8.03 (up)	2.76 ± 0.09	Metabolism	Ribulose bisphosphate carboxylase	1*e* − 33
BE024005	7.58 (up)	3.41 ± 0.27	Stress response	Glutaredoxin family protein- /glutathione-dependent reductase	6*e* − 24
Gma.2577	7.3 (down)	−0.86 ± 0.02	Metabolism	Hydrolase family protein	7*e* − 30
Gma.21354	6.51 (up)	2.59 ± 0.12	Transcription factor	NAc1 domain protein Plant development protein	1*e* − 61
Gma.4156	6.41 (up)	1.26 ± 0.24	Transcription factor	Zinc finger protein/transcription factor (CCCH-type family)	4*e* − 10
Gma.32658	5.78 (up)	2.25 ± 0.31	Unclassified	Hypothetical protein	1*e* − 44
Gma.12121	5.36 (up)	2.23 ± 0.07	Unclassified	Hypothetical protein	9*e* − 13
Gma.6487	4.62 (up)	2.33 ± 0.19	Unclassified	Unknown	—
Gma.15538	4.47 (up)	2.16 ± 0.21	Stress response	Glutaredoxin family protein (arsenate reductase)	7*e* − 39
Gma.28376	4.43 (down)	−0.02 ± 0.28	Stress response	Syringolide-induced protein B13-1-9 hypersensitive response	6*e* − 102
Gma.12481	4.39 (up)	2.52 ± 0.19	Unclassified	Hypothetical protein	2*e* − 44
Gma.4226	4.36 (up)	1.53 ± 0.16	Stress response	ATPP2-A13 protein/wound response	2*e* − 44
Gma.1248	4.09 (up)	2.50 ± 0.16	Signaling	nod33 protein (putative phosphatase)	6*e* − 88
BQ629821	3.97 (up)	2.01 ± 0.17	Transcription factor	My family transcription factor	5*e* − 14
Gma.1043	3.86 (up)	1.03 ± 0.07	Unclassified	Hypothetical protein	6*e* − 21
Gma.31382	3.79 (up)	2.04 ± 0.07	Transcription factor	Bzip transcription factor (bzip 105)	0.0
BQ785779	3.75 (up)	1.68 ± 0.13	Unclassified	Unknown	—
Gma.4710	3.54 (up)	1.63 ± 0.21	Unclassified	Hypothetical protein	3*e* − 19
Gma.27015	3.53 (up)	1.67 ± 0.08	Unclassified	Octicosapeptide PB1 domain protein	2*e* − 34
Gma.23849	3.51 (up)	1.01 ± 0.05	Unclassified	Unknown	—
Gma.4216	3.39 (up)	3.01 ± 0.01	Metabolism	Endo-xyloglucan transferase/hydrolase	3*e* − 64
AW733463	3.38 (up)	1.86 ± 0.11	Unclassified	Unknown	—
BF595565	3.35 (up)	1.50 ± 0.06	Metabolism	SDP1 (sugar dependent 1)/ triacylglycerol lipase	1*e* − 66
CF807342	3.29 (up)	2.45 ± 0.20	Unclassified	Hypothetical protein	2*e* − 18
Gma.32376	3.27 (up)	2.38 ± 0.02	Transcription factor	BLH1 (embryo sac develop arrest 29)	4*e* − 21
Gma.27837	3.16 (up)	1.66 ± 0.05	Unclassified	Hypothetical protein	7*e* − 29
Gma.4149	3.13 (down)	0.42 ± 0.04	Unclassified	Unknown	—
Gma.19917	3.12 (up)	1.48 ± 0.02	Metabolism	CTP synthase/biosynthesis	3*e* − 54
Gma.34551	3.08 (up)	1.71 ± 0.04	Signaling	MARD1 (mediator of ABA-regulated Dormancy1)	2*e* − 20
Gma.3429	3.02 (up)	2.01 ± 0.10	Metabolism	2-oxoisovalerate dehydrogenase	3*e* − 54
Gma.32595^††^	5.25 (up)	1.32 ± 0.45	Stress response	Glutathione s-transferase	7*e* − 111
Gma.20326^†††^	3.2 (down)	−1.44 ± 0.20	Unknown		—

^†^Significance threshold (*P* < .01, Fold change >= 3);^ ††^from the 12 h post treatment, ^†††^ from 72 h post treatment; up: upregulated; down: downregulated; *e*-value: the probability that the match between the gene and its annotation has no biological basis. Fold change: absolute value of the ratio of gene expression under Al to gene expression of untreated control. SD: standard deviation.

**Table 2:** Aluminum regulated genes in soybean genotype PI 416937 48 h post treatment^†^.

Unigene ID	Fold change	Average ± SD	Functional category	Annotation	*e*-value
Gma.6089	226.57 (up)	6.48 ± 1.80	Unclassified	Unknown	—
BM139770	176.22 (up)	5.91 ± 0.80	Unclassified	Unknown	—
Gma.2586	154.32 (up)	5.86 ± 0.94	Unclassified	Unknown	—
Gma.1654	130.42 (up)	4.69 ± 0.64	Transport	Coatomer protein complex subunit 2 protein transporter	2*e* − 51
Gma.26937	115.43 (up)	5.43 ± 1.37	Unclassified	Unknown	—
Gma.35222	113.94 (up)	4.67 ± 0.56	Stress response	Syringolide-induced protein B13-1-9 defense protein	4*e* − 64
Gma.24062	89.44 (up)	5.15 ± 1.37	Unclassified	Unknown	—
Gma.8048	79.07 (up)	5.03 ± 0.94	Unclassified	Unknown	—
Gma.27466	72.87 (up)	4.96 ± 1.57	Unclassified	Unknown	—
Gma.12326	71.14 (up)	4.84 ± 1.90	Unclassified	Unknown	—
Gma.6948	69.75 (up)	4.69 ± 1.27	Unclassified	Unknown	—
BU551397	65.63 (up)	4.37 ± 0.70	Unclassified	Hypothetical protein	2*e* − 15
Gma.2523	61.59 (up)	4.78 ± 0.96	Stress response	Secretory protein (R14 protein soybean-defense protein)	6*e* − 64
Gma.35601	59.51 (up)	3.61 ± 0.43	Transport	Heavy-metal transport/detoxification	2*e* − 19
Gma.6948	58.09 (up)	4.45 ± 0.98	Unclassified	Unknown	—
Gma.16246	55.90 (up)	4.27 ± 0.59	Unclassified	BAP2 (BON associated protein 2)	1*e* − 15
Gma.30731	54.43 (up)	4.14 ± 0.90	Unclassified	Unknown	—
BI967874	53.43 (up)	4.4 ± 1.35	Unclassified	Unknown	—
Gma.4526	50.59 (up)	4.38 ± 1.02	Transcription factor	Zinc finger (C2H2 family protein)	7*e* − 27
Gma.25191	47.41 (up)	5.06 ± 1.11	Unclassified	Unknown	—
Gma.9397	47.24 (up)	4.28 ± 0.98	Stress response	Syringolide-induced protein B13-1-9/defense protein	1*e* − 53
Gma.25462	46.34 (up)	4.34 ± 0.65	Transcription factor	WRKY19 DNA-binding protein 19	1*e* − 62
BU579058	45.35 (up)	4.44 ± 1.44	Metabolism	N-acetyltransferase activity	2*e* − 40
Gma.28852	43.12 (up)	4.10 ± 0.58	Metabolism	Cytochrome P450	0.0
Gma.27514	41.91 (up)	3.91 ± 0.98	Stress response	Basic secretory protein/defense protein	3*e* − 69
Gma.23347	41.67 (up)	4.08 ± 1.79	Unclassified	Unknown	—
Gma.22079	41.46 (up)	4.34 ± 0.70	Stress response	Glutathione s-transferase	5*e* − 57
Gma.32994	40.77 (up)	3.71 ± 0.62	Stress response	Acidic endochitinase (chitinase III-A)	7*e* − 93
Gma.27743	39.93 (up)	4.14 ± 0.98	Unclassified	Unknown	—
Gma.1622	39.56 (up)	3.93 ± 1.02	Unclassified	Hypothetical protein/ABC transporter like	8*e* − 31
Gma.36756	36.68 (up)	4.27 ± 1.08	Transcription factor	WRKY17 protein/transcription factor	1*e* − 101
Gma.5622	32.77 (up)	4.29 ± 0.75	Unclassified	Unknown	—
Gma.26204	32.06 (up)	3.82 ± 0.46	Metabolism	Transferase/transferase activity	2*e* − 29
Gma.27239	31.70 (up)	3.83 ± 1.35	Unclassified	Unknown	—
Gma.36287	31.08 (up)	4.56 ± 0.48	Metabolism	Carboxylesterase/lipase activity	3*e* − 64
Gma.28246	30.45 (up)	3.54 ± 0.64	Unclassified	Unknown	—
Gma.36753	30.41 (up)	4.50 ± 0.74	Transcription factor	WRKY 30(DNA binding protein	1*e* − 104
Gma.8565	29.01 (up)	3.45 ± 0.70	Metabolism	Hydrolase /xyloglucan endotransglycosylase	5*e* − 18
Gma.7861	28.48 (up)	3.48 ± 1.34	Unclassified	Unknown	5*e* − 20
Gma.32790	28.00 (up)	3.63 ± 0.99	Stress response	Band 7 family protein/hypersensitive inducible reaction protein 1	3*e* − 27
Gma.7697	27.48 (down)	−3.66 ± 0.81	Unclassified	Hypothetical protein/31 kDa glycoprotein	2*e* − 137
Gma.31827	27.44 (up)	4.22 ± 0.65	Transcription factor	WRKY70/DNA-binding protein 70	5*e* − 87
Gma.21022	27.36 (up)	4.13 ± 1.18	Unclassified	Unknown	—
Gma.28273	27.29 (up)	3.84 ± 0.87	Transcription factor	NAC6 /NAC domain protein/apical elongation plant development protein	2*e* − 156
Gma.35830	27.20 (up)	3.48 ± 0.77	Signaling	Regulation of gene silencing/calcium-sensor	9*e* < ?*b* *h* *l* *t*?>−<?ehlt?>33
Gma.8262	26.92 (up)	3.73 ± 1.33	Stress response	AGc 2-1(oxidative signal-inducible kinase	3*e* − 57
Gma.14080	26.50 (up)	3.81 ± 0.80	Transport	Similar to ATMRP3/multidrug resistance glutathione s-conjugate-exporting ATPase	8*e* − 11
Gma.27371	25.99 (up)	3.78 ± 1.33	Unclassified	Unknown	—
BM523736	25.34 (up)	3.76 ± 0.83	Metabolism	Transferase family protein	1*e* − 23
Gma.28330	25.32 (up)	3.84 ± 1.53	Unclassified	Calcium-binding protein	7*e* − 23
Gma.34717	24.87 (up)	3.83 ± 1.15	Unclassified	Unknown	—
Gma.26682	24.58 (up)	3.95 ± 1.15	Unclassified	Unknown	—
Gma.17184	24.42 (up)	3.77 ± 0.52	Transport	Glycolipid-binding/transport protein	2*e* − 57
Gma.11888	24.39 (up)	3.19 ± 0.25	Transport	ATPP2-B10 (pheloem protien2) carbohydrate binding	6*e* − 27
Gma.4222	23.57 (up)	3.14 ± 0.97	Unclassified	Hypothetical protein	2*e* − 57
Gma.26712	23.39 (up)	2.82 ± 0.18	Unclassified	Unknown	—
Gma.33327	23.16 (up)	3.56 ± 0.29	Transcription factor	Transcription factor	2*e* − 166
Gma.17019	23.08 (up)	3.67 ± 1.54	Unclassified	Unknown	—
Gma.33178	23.07 (up)	3.81 ± 1.54	Unclassified	Plastocyanin-like domain-containing copper ion binding	3*e* − 33
Gma 35364	22.81 (up)	3.55 ± 0.40	Stress response	FAD-linked oxidoreductase 1/carbohydrate-oxidase	1*e* − 52
Gma.15839	22.63 (down)	−4.00 ± 0.36	Metabolism	GDSL-motif lipase/hydrolase	2*e* − 39
Gma.6948	22.54 (up)	3.73 ± 1.24	Unclassified	Unknown	—
Gma.2821	22.36 (up)	3.40 ± 0.95	Stress response	PR-5 protein (pathogenesis related)	4*e* − 134
Gma.8628	21.20 (up)	3.19 ± 1.11	Unclassified	Unknown protein	—
BQ473604	20.51 (up)	3.43 ± 0.83	Unclassified	Hypothetical protein	8*e* − 46
Gma.9913	20.34 (up)	3.81 ± 0.44	Unclassified	Unknown protein	—
Gma.144	20.01 (up)	3.72 ± 1.00	Transport	Nodulin protein/transport function	0.0
Gma.34099	19.67 (up)	2.93 ± 0.93	Unclassified	Hypothetical protein	2*e* − 77
Gma.4305	19.63 (up)	3.82 ± 0.62	Stress response	Glutathione s-transferase (GST 15)	7*e* − 128
Gma.4336	19.56 (up)	3.16 ± 0.98	Unclassified	Unknown	—
Gma.24625	19.40 (up)	3.50 ± 1.12	Transport	Heavy metal transport/detoxification	2*e* − 20
Gma.7726	19.18 (up)	3.36 ± 1.22	Signalling	Calcium-binding EF hand family protein	4*e* − 25
Gma.26531	18.95 (up)	3.55 ± 1.31	Transcription factor	Zinc finger (C3HC4-type ring familyn)	2*e* − 26
Gma.34717	18.94 (up)	3.46 ± 1.24	Unclassified	Unknown	—
BE822282	18.64 (up)	2.87 ± 0.66	Unclassified	Unknown	—
Gma.27062	18.22 (up)	2.96 ± 0.95	Transcription factor	NAc domain containing protein 2 plant development/apical elongation	3*e* − 103
Gma.4478	18.03 (up)	3.54 ± 1.03	Unclassified	Hypothetical protein	2*e* − 10
Gma.24807	18.01 (up)	3.09 ± 0.76	Unclassified	Unknown	—
BK000119.1	17.98 (up)	3.36 ± 0.87	Cell cycle	Phytosulfokines 4 precursor/ growth factor cell differentiation, cell proliferation	3*e* − 19
Gma.29479	17.92 (up)	3.16 ± 0.52	Unclassified	Unknown	—
Gma.10956	17.76 (up)	3.32 ± 0.74	Stress response	Similar to pathogenesis-related protein (STH-2)	1*e* − 40
BI967589	17.25 (up)	3.08 ± 0.49	Unclassified	Unknown	—
Gma.17184	17.16 (up)	2.94 ± 0.11	Transport	Heavy-metal-associated domain containing protein metal ion transport	1*e* − 10
Gma.24561	17.08 (up)	3.15 ± 0.31	Unclassified	Unknown	—
Gma.21739	17.05 (up)	3.33 ± 0.82	Metabolism	AAA-type ATpase protein/ATpase activity	5*e* − 39
Gma.17184	16.89 (up)	3.27 ± 0.63	Transport	Glycolipid-binding protein/glycolipid transport	
Gma.4366	16.62 (up)	3.29 ± 1.27	Metabolism	VTc2 (Vitamin C defective 2)/ L-ascorobic-acid biosynthesis	1*e* − 36
Gma.26405	15.37 (up)	3.04 ± 0.83	Unclassified	Unknown	—
DQ222982	15.09 (up)	3.42 ± 1.04	Transport	Lipocalin/ fatty acid transport	2*e* − 107
Gma.17929	15.05 (up)	3.12 ± 0.58	Metabolism	Transferase family protein	8*e* − 76
Gma.21512	14.99 (up)	2.71 ± 0.78	Unclassified	Unknown	—
BE440732	14.85 (up)	3.48 ± 0.97	Unclassified	Unknown	—
Gma.29663	14.64 (up)	2.52 ± 1.04	Unclassified	Unknown	—
Gma.31861	14.60 (up)	3.09 ± 1.07	Unclassified	Unknown	—
Gma.29655	14.52 (up)	3.00 ± 0.34	Metabolism	CytochromeP50 subfamily B polypeptide 1	3*e* − 58
Gma.11257	14.51 (up)	2.65 ± 0.86	Unclassified	Hypothetical protein exo-1, 3-beta-glucanase precursor	9*e* − 64
Gma.26640	14.48 (up)	2.93 ± 1.18	Unclassified	Unknown	—
Gma.28243	14.18 (up)	3.28 ± 0.85	Unclassified	Unknown	—
CD394418	14.12 (up)	3.08 ± 1.24	Metabolism	Ribulose-1, 5-bisphosphate carboxylase	2*e* − 30
Gma.1527	14.09 (down)	−2.26 ± 1.40	Metabolism	Dihydroflavonol reductase (anthocyanin biosynthesis)	0.0
Gma.25234	14.08 (up)	2.96 ± 0.18	Transcription factor	WRKY43 protein	4*e* − 131
Gma.28057	13.62 (up)	2.52 ± 0.68	Transcription factor	Sali5-4a protein (ADR6)	8*e* − 60
Gma.8480	13.58 (up)	3.20 ± 0.69	Stress response	Resistance protein LM12	0.0
Gma.28756	13.53 (up)	2.89 ± 0.53	Unclassified	Unknown	—
BM177218	13.45 (up)	3.14 ± 0.45	Unclassified	Unknown	—
BG551078	13.37 (up)	3.09 ± 0.42	Unclassified	Conserved hypothetical protein	6*e* − 11
Gma.728	13.28 (up)	2.78 ± 0.99	Unclassified	Unknown	—
Gma.35332	13.23 (up)	3.45 ± 0.73	Unclassified	Unknown	—
Gma.26712	13.17 (up)	3.09 ± 1.01	Unclassified	Unknown	—

^†^Significance threshold (*P* < .01, Fold change >= 3); up: upregulated, down: downregulated; *e*-value: the probability that the match between the gene and its annotation has no biological basis. Fold change: absolute value of the ratio of gene expression under Al to gene expression of untreated control. SD: standard deviation.

How the deposited data were processed for this re-analysis (not part of the article)

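Root tips of the study's Al-tolerant soybean line were sampled after 2, 12, 48 and 72 h with 10 μM Al or without Al, and their RNA was hybridized to 22 Affymetrix soybean arrays. The paper states 3 independent replicates per treatment and the harvest of primary root tips by pot. The files hold 2 control and 2 Al arrays for 2 h and 3 of each for the other times, and all 22 were used. The intensities were made by the authors, who subtracted background and normalized the raw chip files with GC-RMA, and they are used here as deposited, on a linear scale with 1 value per probe set. No raw chip file was read. The quantitative PCR values of the paper and the physiological measurements are not analysed here.

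The table holds 61170 probe sets: 37593 of soybean, 15820 of Phytophthora sojae, 7530 of Heterodera glycines and 227 controls of the manufacturer. The pathogen probe sets served as a measure of background on each array. A soybean probe set was tested where it exceeded their 95th percentile on at least 2 arrays, which left 34537. Gene symbols come from the platform annotation in GEO. Of the soybean probe sets, 8677 carry 1 symbol, 370 several and 28546 none; 8652 of the 8677 were found by gene ID in a RefSeq table of the Glycine_max_v4.0 assembly, and no symbol needed an update. A probe set with several symbols was not named. Names of probe sets are not printed; where a symbol is lacking, the function or the order of the entry in Tables 1 and 2 stands in their place.

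Values were analysed as log2(intensity + 1), with 16 in place of 1 as an alternative. limma 3.58.1 in R 4.3.3 (tables read with data.table 1.17.8) fitted a mean for each of the 8 groups and compared Al with control arrays at each time by a two-sided moderated t-test, with 14 residual and 1.88 prior degrees of freedom, adjusted by Benjamini and Hochberg with a threshold of 0.05. Differences of the Al effect between times were tested as interactions in the same fit. Within each treatment, 48 h and 2 h were each set against the mean of 12 and 72 h. The methods' t-test was run as an unpaired test with unequal variances on the arrays of a time, at a P-value of 0.01 and a fold change of 3. On simulated data with the spread of the arrays, the fit recovered 40.3%, 82.1% and 97% of probe sets changed by 1, 2 and 4 on the log2 scale at 48 h, with 7 false calls, and 35.8%, 64.2% and 92.4% at 2 h, with 7 false calls. The simulated noise was independent between probe sets and alike in all groups, without shifts shared over an array.

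Gene lists numbered 32, of which 30 had the 5 tested probe sets needed. Those of photosynthesis, seed storage and vegetative storage were set as markers of other tissues that a root tip sample could also hold. They were written as gene families and functions at the planning stage and read against gene symbols once these were known, since no descriptions were held, before values were compared between groups. Each was tested with camera of limma at a preset correlation of 0.01 between genes, and again with an estimated correlation. The adjusted test of a list's members was repeated with the adjustment over the list alone. At 48 h, lists that no passage reports gave 0 called members in each of the following, also when adjusted over the list alone: ethylene synthesis (6 probe sets, camera adjusted p = 0.363), GASA peptides (18, adjusted p = 0.806), clock genes (9, adjusted p = 0.877), phloem proteins (9, adjusted p = 0.599), nodulins (9, adjusted p = 0.833) and peroxidases (8, adjusted p = 0.161), while tubulins had 3 probe sets and were not tested as a list. Of 40 probe sets of seed storage proteins 1 rose (2 when adjusted over the list alone; adjusted p = 0.124), and of 5 of vegetative storage proteins 1 rose, also when adjusted over the list alone, VSPA by 2.05 on the log2 scale (adjusted p = 0.0347; list adjusted p = 0.757).

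Genes named in the passages are those that the text names or Tables 1 and 2 list, up to 10 of the largest rises and falls past the threshold at 2 and 48 h without overlap of the groups, up to 5 at 12 and 72 h, and up to 4 members of a list. Of the 149 entries of Tables 1 and 2, 59 lead to a probe set by name or accession, 46 of them with the printed fold change on at least 1 of their probe sets and 13 without. The plan was to identify entries by name or accession and never by fold change. After the data were seen, entries were also identified by the probe set whose fold change (within 0.1%) and SD (within 0.011) equal the printed ones on log2(intensity + 16). A single probe set met this for 139 entries, several for 4 and none for 6, of which 3 were identified by the fold change alone (GSTU41, LOC100500487 and LOC100793962), and 20 runs with shuffled entries gave 3.85 by chance per run. For 1 entry no probe set was found.

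Comparisons, thresholds, lists and the alternatives were set before the data were examined, apart from 7 alternatives added later: leaving out control 72 h replicate 1, leaving out that array with Al 48 h replicate 3, leaving out both arrays numbered 3 of 12 h, 2 forms of the paper's thresholds on log2(intensity + 16), the identification by printed values, and the lists of 72 h without control 72 h replicate 1. Alternatives set at that stage were the methods' t-test with adjustment, limma on the arrays of a time only, no filter, a strict filter at the 99th percentile, quantile normalization, a common median, trended and robust variances, array weights, a replicate block, and leaving out each array in turn. Tables were written and plots drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.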

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

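The tests of a mislabelled sample, of swapped labels and of the 72 h effects without 1 array were chosen after the results were seen; the splits of the arrays and the other tests were set before.

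Control 72 h replicate 1 and Al 48 h replicate 3 stood apart from the other arrays of their groups. Over the probe sets raised by Al at 48 h, control 72 h replicate 1 lay 2.28 above the 48 h controls, while the other 72 h arrays lay at 0.16 to 0.46. A mislabelled sample of Al-treated tips of 48 h was set against the array's place in time. On probe sets that separate 48 from 72 h, the called ones left out, control 72 h replicate 1 scored 0.83 (0 for 48 h, 1 for 72 h). The other 72 h arrays scored 0.75 to 1.10, and the 48 h arrays -0.21 to 0.38 apart from Al 48 h replicate 3 (0.63). The score argues against such a sample only with that array left aside, since an array labelled Al 48 h also scored towards 72 h. Labels swapped between control 72 h replicate 1 and Al 48 h replicate 3 would also make the former a sample of Al-treated tips of 48 h, which its score of 0.83 argues against. Al 48 h replicate 3, however, correlated with control 72 h replicates 2 and 3 at 0.9704 and 0.964, and with its own group at 0.9646 and 0.9552. A swap is thus not excluded. The level of Al 48 h replicate 3 over probe sets called without both, 1.52, weighs less: the other 72 h controls lay at 0.11 and -0.09 and the highest of the remaining control arrays, of 2 h, at 1.32, but control 72 h replicate 1 lay higher, at 1.81, and the other Al arrays of 48 h at 2.41 and 2.73. After quantile normalization its level over the probe sets raised at 48 h was 2.27. The values were already normalized by GC-RMA, and the log2 medians of the arrays lay between 7.653 and 7.771. A further normalization could thus change little, and this test does not decide on normalization. A mixture of RNA from 2 samples was not tested and stays open, and no biological explanation was tested, since the design gives none for 1 array of a group.

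The Al effect differed between 48 and 72 h in 175 probe sets, which an interaction test showed. Over the 764 raised at 48 h, the median effect at 72 h was -0.50, and without control 72 h replicate 1 it was 0.03, so the lower level with Al at 72 h may rest on that array. Without it the Al effect differed in 92 probe sets. As many as 175 came up in 5 of 100 drawn splits of the arrays, the real one included, so chance is not excluded. The highest other split gave 1731. A drawn split can keep the real labels at 48 h or at 72 h while it changes the other time, and then carries the Al effect of that time. These counts therefore cannot decide on chance or on other structure in the samples.

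Between 48 and 12 h the Al effect differed in 6 probe sets by an interaction test, and 13 of 100 drawn splits gave as many, with 639 as the highest. This leaves chance open. Here too a drawn split can keep the real labels at 48 h or at 12 h, so these counts cannot decide on other structure in the samples. Without control 72 h replicate 1 the count was 72. Between 12 and 72 h it differed in 0 by limma (1179 at an unadjusted p under 0.05), a count that all 100 splits reach by necessity, and the highest other split gave 9. The median effect at 12 h of the probe sets raised at 48 h was 0.45; the 10 splits of 12 h are too few for a share under 0.05, and the highest other median was 0.67.

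By the same kind of test the Al effect differed in 85 probe sets between 2 and 12 h, in 240 between 2 and 48 h and in 63 between 2 and 72 h; with 2 arrays per group at 2 h, splits were not drawn. The step from the mean of 12 and 72 h to 2 h differed between Al and control arrays in 107 probe sets.

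The step to 48 h differed between Al and control arrays in 57 probe sets, which 2 of 100 regroupings reached, the real one included. The regroupings mix arrays of different times, so differences between times enter their spread and can lower their counts. The share therefore cannot exclude chance. The highest other regrouping gave 206, and the count was 30 without the filter. Within the Al arrays 448 were apart at 48 h, and 7 of 84 regroupings gave as many, with 6579 as the highest. Within the control arrays it was 0 by limma (4322 at an unadjusted p under 0.05), a count that all 84 regroupings reach by necessity, and the highest gave 7182. The regroupings within a treatment include those that set the arrays of 12 h or of 72 h apart, so differences between times can give such high counts.

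Each of these numbers of changed probe sets was set against 10 splits, too few for a share under 0.05: 0 at 12 h, with 17 as the highest other, 845 at 48 h, with 10, and 5 at 72 h, with 30, several times the real count and so a sign of other structure. For the 8 lists called at 48 h the highest other split gave 9.

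The paper gives no result for the following lists as a whole, which camera called at the preset correlation and not with an estimated one; it does discuss malate and citrate. Jasmonate genes and lipoxygenases had an adjusted p = 0.000109 at 48 h (median log2 fold change -0.75, 7 of 33 probe sets above 0; adjusted p = 0.108 with an estimated correlation). Citrate and malate metabolism had an adjusted p = 0.00533 at 48 h (median -0.46, 3 of 22 above 0; adjusted p = 0.385 with an estimated correlation). Aquaporins had an adjusted p = 0.00641 at 2 h (median 0.23, 27 of 31 above 0), photosynthesis genes an adjusted p = 0.0011 (median 1.48, 16 of 20 above 0) and heat shock proteins an adjusted p = 0.0107 (median -0.39, 5 of 31 above 0), each with an adjusted p = 0.501 with an estimated correlation.

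Among 23350 pathogen probe sets, 12 passed the adjusted threshold at 2 h, 2 higher and 10 lower with Al (1352 at an unadjusted p under 0.05). At 48 h 1 passed, lower with Al, and 7013 had an unadjusted p under 0.05. This is a larger share than among the 34537 soybean probe sets tested, of which 5737 did at 48 h. The cause was not tested.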

How the results depend on the processing

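Leaving out control 72 h replicate 1, alone or with Al 48 h replicate 3, leaving out both arrays numbered 3 of 12 h, and the paper's thresholds on log2(intensity + 16), with unequal variances or with equal variances on every probe set, were chosen after the data were seen. Among the called genes and lists, an alternative turned the direction of 1, the NAC list at 72 h, which was shifted downward and without control 72 h replicate 1 upward without a call (adjusted p = 0.749). Where a result moved, the cause was not tested.

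By the methods' t-test with adjustment, 0 probe sets rose and 0 fell at 2 h, at 48 h and at 72 h (731, 3414 and 402 at an unadjusted p under 0.05, against 3138, 5737 and 575 for limma). With limma on the arrays of a time only, 0 rose and 0 fell at 2 h, 415 rose and 38 fell at 48 h, and 0 rose at 72 h. Without the filter 9 rose and 1 fell at 72 h, with the strict filter 1 rose there, with a common median 1, and on log2(intensity + 16) 3; with trended and robust variances 1 fell. Quantile normalization gave 145 falls at 48 h.

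Array weights gave 54 rises and 10 falls at 2 h, 4 and 5 at 12 h, 3453 and 3558 at 48 h, and 1524 and 1119 at 72 h. These weights ran from 0.228 for control 72 h replicate 1 to 69.2 for control 72 h replicate 2. Differences of the Al effect under these weights numbered 1988 between 48 and 12 h, 5296 between 48 and 72 h, 376 between 12 and 72 h and 547 between 2 and 48 h.

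A replicate block gave 69 rises and 9 falls at 2 h, 248 rises at 48 h and 0 at 72 h. Differences of the Al effect numbered 1 between 48 and 12 h, 3 between 48 and 72 h, 30 between 2 and 12 h, 61 between 2 and 48 h and 29 between 2 and 72 h. Whether the numbers pair the arrays stays open. Within a time, the correlation of a control array with the Al array of its number, after group means were removed, ran from -0.25 to 0.38. The own number was the nearest for 5 of 11 Al arrays. Before group means were removed, the highest correlations between arrays were of equal numbers, replicate 3 of 12 h (0.995) and replicate 2 of 72 h (0.994).

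Without control 72 h replicate 1, 1480 rose and 506 fell at 48 h, and the 1480 held all of the 764. Differences of the Al effect then numbered 72 between 48 and 12 h, 92 between 48 and 72 h, 1 between 12 and 72 h and 554 between 2 and 48 h. Within the Al arrays 952 were apart at 48 h, within the control arrays 1021 at 2 h, and at 48 h 250 differed between treatments. Without that array and Al 48 h replicate 3, 1652 rose (743 of the 764 among them) and 565 fell at 48 h, and 2 fell at 72 h. The differences became 340, 446, 2 and 989 in the order above, and 1998, 1527 and 609 were apart. Without both arrays numbered 3 of 12 h, 7 rose and 7 fell at that time.

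With single arrays left out, rises and falls ranged over 113 to 452 and 9 to 269 at 2 h, 0 to 11 and 0 to 14 at 12 h, 82 to 1034 and 7 to 157 at 48 h, and 2 to 15 and 0 to 1 at 72 h. At 2 h this leaves a lone array in a group, which is assumed to vary like the other groups. The lowest count of rises at 48 h was without Al 48 h replicate 2 and the highest without Al 48 h replicate 3. Of the 845 called at 48 h, 702 were shared without Al 48 h replicate 3, 296 without control replicate 1, 231 without control replicate 2, 113 without control replicate 3, 150 without Al replicate 1 and 81 without Al replicate 2.

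The paper's thresholds with limma's unadjusted p passed 332 raised and 25 lowered at 2 h, 28 and 3 at 12 h, 1054 and 52 at 48 h, and 4 and 12 at 72 h. With equal variances they passed 57 and 9 at 2 h, 3 raised at 12 h, and 619 and 20 at 48 h. Quantile normalization gave 10 lowered at 48 h. On log2(intensity + 16), equal variances and every probe set gave 40 raised at 2 h and 15 lowered at 48 h, and unequal variances 1 lowered at 2 h. With single arrays left out, 0 to 31 were raised and 0 to 10 lowered at 12 h, 101 to 343 and 3 to 10 at 48 h, and 0 to 6 and 0 to 3 at 72 h. At 2 h a test with unequal variances has no spread for a lone array and was not run.

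Without the filter, the Al effect differed in 40 probe sets between 48 and 72 h, in 3 between 12 and 72 h, and the 48 h contrast between treatments in 30; the last was 36 with quantile normalization. With an estimated correlation, camera called 0 lists at 2 h and 0 at 48 h, where the preset correlation called 6 and 8, and quantile normalization gave 13 at 48 h. For named genes and lists, 150 values under an alternative lost the call, 1 turned, 15 gained a call and 355 stayed on their side of the threshold. Of 39 calls at 48 h for genes of the text, 39 held with quantile normalization, 7 with a replicate block and 3 in all fits without 1 array, with 36 lost without Al 48 h replicate 2 and 30 without Al 48 h replicate 1. A replicate block kept 10 of the 16 largest changes at 48 h, 5 of 25 calls of list members and 18 of 45 of further table entries, and 2, 1 and 7 of these held in all fits without 1 array. At 2 h array weights and a block each kept 2 of 3 calls for genes of the text, 10 of the 20 largest changes, 1 of 8 calls of list members and 0 of 1 further table entry, and all fits without 1 array 2, 9, 1 and 0; without control 72 h replicate 1, 17 of the 20 held. Of 5 calls at 72 h, 3 held with quantile normalization, 5 with array weights, 0 with a block, 2 without control 72 h replicate 1 and 1 in all fits without 1 array.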

Differences from the paper's values

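The paper's thresholds on log2(intensity + 16), with unequal variances or with equal variances on every probe set, and the identification of entries by printed fold change and SD, were chosen after the data were seen. Fold changes below are on log2(intensity + 16), the scale on which 46 of the 59 entries identified by name or accession have the printed fold change on at least 1 probe set. A value is said to differ from the paper's where one is more than 1.5 times the other; a fold change of an entry must also lie further from the printed one, on the log2 scale, than the larger of the SD between replicates and the printed SD, unless an array was at background.

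At 48 h the paper gives 2.8% of its genes as lowered, and here 1.6% of the probe sets past its thresholds were lowered. Of the alternatives set before the data were examined, equal variances (3.1%), quantile normalization (2.8%), and leaving out Al 48 h replicate 3 (2.8%) or control 48 h replicate 2 (3.7%) do not differ from the paper's value. limma's unadjusted p (4.7%), no filter (1.6%), and leaving out Al 48 h replicate 1 (5.6%), Al 48 h replicate 2 (5.8%), control 48 h replicate 1 (1.2%) or control 48 h replicate 3 (1.3%) differ from it, as does the added form with unequal variances (1.4%), which drops 39 of the 107 identified entries.

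Equal variances with every probe set on log2(intensity + 16), a setting chosen after seeing the values, gave 527 raised and 15 lowered at 48 h, 542 in all as in the paper and 2.8% lowered, and it drops 0 of the 107 entries of 48 h and 0 of the 38 of 2 h that were identified. At 2 h it gave 40 raised and 7 lowered, or 47 in all, where the paper gives 38. At the paper's stated thresholds with the methods' t-test, 29 passed at 2 h and 376 at 48 h. Of the identified entries 16 of 38 passed at 2 h and 79 of 107 at 48 h. Equal variances passed 33 and 103 of them, limma's unadjusted p 24 and 107, and the added form with unequal variances 13 and 68.

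The smallest fold change of the paper's genes at 2 h is 3.08, and here 1.96 (3.06 on log2(intensity + 1)). Under limma's unadjusted p it was 1.62 (3.00 on log2(intensity + 1)), with equal variances 1.82 (3.01), without the filter 1.96 (3.06) and with quantile normalization 1.77 (3.09), so each of the alternatives set beforehand differs from the paper's value on log2(intensity + 16) and none does on log2(intensity + 1), the scale on which their thresholds were applied. The added forms, chosen after seeing the values, do not: 3.02 with equal variances and every probe set, which drops 0 of the 38 identified entries, and 3.08 with unequal variances, which drops 25 of them. Table 1 itself lists a fold change of 3.02, and it holds 33 raised and 5 lowered genes at 2 h, where the paper's text counts 34 and 4.

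The largest fold change of the paper's genes at 2 h is 32.55, and here 581.8 (1496 on log2(intensity + 1)), on a probe set of LOC100785417 whose log2 fold change from limma was 10.55 (adjusted p = 0.272). That probe set passed under every alternative run and differs from the paper's value in each. Quantile normalization, set beforehand, gave 593.5 (1547); the others set beforehand (limma's unadjusted p, equal variances and no filter) and both added forms change which probe sets pass and not the fold change, so the 581.8 they give says nothing on its stability.

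For 59 entries that lead to a probe set by name or accession, 87 fold changes were compared, some probe sets serving several entries, and 27 differ from the paper's. At 2 h these are the ferredoxin of Table 1, 1.23 where the paper has 24.75, and LOC100787304, 1.78 where the paper has 4.39. Entry 9, listed as ribulose bisphosphate carboxylase with 8.03, gave 2.43 and 4.96 on probe sets annotated RCA14 and 2.00 on 1 annotated RCAALPHA. The hypothetical protein of entry 23 gave 1.45 and 1.02 where the paper has 3.86. The last at 2 h are those of the hypothetical protein of entry 26, 0.808, 0.916, 0.861, 0.836, 0.701 and 0.734 on 6 probe sets where the paper has 3.54. In Table 2 they are LOC100499938, a secretory protein, 4.32 (paper 61.59); a second probe set of xyloglucan endotransglycosylase, 12.7 (paper 29.01); entries 53, 83 and 86 with 1 probe set of LOC100818548, 0.994 (paper 24.42, 17.16 and 16.89); the GDSL lipase of entry 61, 1.16 (paper 22.63); the unknown gene of entry 62, 58.1 (paper 22.54); LOC100777200 for entry 66, 0.887 (paper 20.34); the glutathione S-transferase of entry 69, 4.54, 4.38, 5.27 and 0.970 (paper 19.63); LOC100500506 for STH-2, 1.97 (paper 17.76); and DHAR4 for ascorbic acid synthesis, 0.778 (paper 16.62).

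With alternatives set beforehand (quantile normalization, array weights and leaving out each array of the time), 3 of the 27 no longer differ from the paper's value. Entry 9 with 4.96 does not differ without Al 2 h replicate 1 (6.82) or control 2 h replicate 2 (5.25), the second xyloglucan endotransglycosylase probe set without Al 48 h replicate 1 (19.1) or control 48 h replicate 1 (15.0), and entry 62 without Al 48 h replicate 1 (48.1), Al 48 h replicate 2 (47.3) or control 48 h replicate 1 (49.5). The others differ under each of these. For all of these entries but that of ascorbic acid synthesis, another probe set, identified by printed values after seeing them, has the printed fold change. Over both tables, that identification leaves 6 of 149 entries without a probe set that has both the printed fold change and the printed SD.

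The paper says that proteinase inhibitors rose at 48 h; Table 2 lists none, and the 2 of Table 1 had log2 fold changes of -0.01 and -0.02 at that time, while CYSTATIN rose by 1.41 (adjusted p = 0.0346). The paper reports glutathione-based reductase, glutathione S-transferase and the ABC transporter as rising together; the glutaredoxins it lists are genes of 2 h, where 1 of 2 rose, the ABC transporter is of 48 h, and the glutathione S-transferases are of 48 h, apart from GSTU41 of 12 h, identified by fold change alone and not called there. It counts ascorbic acid synthesis among the raised genes, with VTC2 as the entry. No probe set had its printed values, and the one that bears its identifier is annotated DHAR4, another gene (log2 fold change -0.36, adjusted p = 0.524), so that statement was not tested here.

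Some genes that the paper names as raised did not pass limma's adjusted threshold: ADR6 (adjusted p = 0.117), CYP82A3 on the identified probe set (adjusted p = 0.0741), xyloglucan endotransglycosylase (adjusted p = 0.0709), OLPa (adjusted p = 0.0725), the STH-2 probe set (adjusted p = 0.0600) and GSTU42 (adjusted p = 0.115) at 48 h, and BZIP105 (adjusted p = 0.618) and the CCCH-type zinc finger protein (adjusted p = 0.367) at 2 h. Array weights, set beforehand, which called 3453 rises and 3558 falls among the 34537 probe sets tested at 48 h and so single out none of these genes, called CYP82A3 (adjusted p = 0.000346), xyloglucan endotransglycosylase (adjusted p = 0.00741), OLPa (adjusted p = 0.00191), the STH-2 probe set (adjusted p = 0.00161), GSTU42 (adjusted p = 0.000916) and ADR6 (adjusted p = 0.00763), while BZIP105 (adjusted p = 0.917) and the CCCH-type zinc finger protein (adjusted p = 0.857) stayed uncalled. Leaving out control 72 h replicate 1, chosen after seeing the values, called ADR6 (adjusted p = 0.0139), CYP82A3 (0.0148), xyloglucan endotransglycosylase (0.0108), OLPa (0.0196), STH-2 (0.00338) and GSTU42 (0.00378), and each of the 764 probe sets raised at 48 h was raised there too.

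The CCCH-type zinc finger protein stands at about 46 on the microarray bar of Figure 4 of the paper, read by eye, and at 6.41 in its Table 1; here its fold change was 6.41. Entries 20 and 66 of Table 2, which the paper gives as unknown, fall on probe sets now annotated WRKY30 and WRKY58.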

Other observations

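The choice of ICL1, MS and the nearest arrays was made after the values were seen; the lists were set before. At 2 h ICL1, an isocitrate lyase, had log2 fold changes of 5.53 and 4.05 on its 2 probe sets (standard errors 1.41 and 0.98, n = 2 arrays per group, adjusted p = 0.116 and 0.0945), neither past the test. The list of citrate and malate metabolism was not called at that time (median -0.19, camera adjusted p = 0.906). Within the Al arrays, MS, a malate synthase, was higher at 2 h than in the mean of 12 and 72 h by 5.90 (standard error 1.22, adjusted p = 0.00786). The ferredoxin LOC100305932, an electron carrier of plastids, had a log2 fold change of 5.31 at 2 h on 1 probe set (standard error 1.43, adjusted p = 0.155) and of 0.30 on another (adjusted p = 0.751). No photosynthesis probe set of 20 passed the test at 2 h, also when adjusted over the list alone, and of 31 aquaporin probe sets 1 rose, PIP2-8, likewise 1 when adjusted over the list alone.

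At 48 h the medians of the lists of photosynthesis, aquaporins and heat shock proteins, whose difference from 2 h was not tested, were -0.23 for photosynthesis (camera adjusted p = 0.462), -0.15 for aquaporins (adjusted p = 0.161) and 0.13 for heat shock proteins (adjusted p = 0.0699), with 0 members called in each; adjusted over the list alone, 3 heat shock probe sets rose and 0 of the other lists changed. PM40, a seed maturation protein, rose at 48 h by 2.36 (standard error 0.50, n = 3 arrays per group, adjusted p = 0.0218). Its call ended without control 48 h replicate 2 or 3 or Al 48 h replicate 1 or 2 (0.0686 to 0.110).

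Some arrays were nearer to an array of another group than to their own. Control 72 h replicate 1 and Al 48 h replicate 3 were each other's nearest (r = 0.9735), control 12 h replicate 3 was nearest to Al 12 h replicate 3 (r = 0.995), and control 72 h replicate 2 to Al 72 h replicate 2 (r = 0.994). The 72 h controls lay at a time score of 0.83, 1.10 and 0.75, near the range of the 72 h Al arrays (0.86 to 1.03) but outside it.

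The Al minus control difference of the median over pathogen probe sets was -0.0059 at 48 h on the log2 scale (exact permutation p = 0.2, n = 3 arrays per group, where 0.1 is the smallest that 3 against 3 can give) and -0.0012 at 2 h (exact permutation p = 0.333, also the smallest possible with 2 against 2).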
